# Regulation of Gene Expression in Hepatic Cells by the Mammalian Target of Rapamycin (mTOR)

**DOI:** 10.1371/journal.pone.0009084

**Published:** 2010-02-05

**Authors:** Rosa H. Jimenez, Ju-Seog Lee, Mirko Francesconi, Gastone Castellani, Nicola Neretti, Jennifer A. Sanders, John Sedivy, Philip A. Gruppuso

## Abstract

**Background:**

We investigated mTOR regulation of gene expression by studying rapamycin effect in two hepatic cell lines, the non-tumorigenic WB-F344 cells and the tumorigenic WB311 cells. The latter are resistant to the growth inhibitory effects of rapamycin, thus providing us with an opportunity to study the gene expression effects of rapamycin without confounding effects on cell proliferation.

**Methodology/Principal Findings:**

The hepatic cells were exposed to rapamycin for 24 hr. Microarray analysis on total RNA preparations identified genes that were affected by rapamycin in both cell lines and, therefore, modulated independent of growth arrest. Further studies showed that the promoter regions of these genes included E-box-containing transcription factor binding sites at higher than expected rates. Based on this, we tested the hypothesis that c-Myc is involved in regulation of gene expression by mTOR by comparing genes altered by rapamycin in the hepatic cells and by c-Myc induction in fibroblasts engineered to express c*-myc* in an inducible manner. Results showed enrichment for c-Myc targets among rapamycin sensitive genes in both hepatic cell lines. However, microarray analyses on wild type and c-*myc* null fibroblasts showed similar rapamycin effect, with the set of rapamycin-sensitive genes being enriched for c-Myc targets in both cases.

**Conclusions/Significance:**

There is considerable overlap in the regulation of gene expression by mTOR and c-Myc. However, regulation of gene expression through mTOR is c-Myc-independent and cannot be attributed to the involvement of specific transcription factors regulated by the rapamycin-sensitive mTOR Complex 1.

## Introduction

The mammalian Target of Rapamycin (mTOR) is a central regulator of many biological processes that are essential for cell growth, including cell cycle progression, protein translation, ribosomal biogenesis, autophagy and metabolism [1], [2]. In addition, alterations in mTOR signaling have been associated with the pathophysiology of cancer [3], [4] and aging [5]. Among the effects of mTOR signaling, regulation of gene expression and transcription is well characterized for several specific genes, including DNA polymerase I (Pol I), Insulin Growth Factor II (IGF II), ribosomal DNA [6]–[8] and regulators of mitochondrial oxidative function [9]. However, general effects on gene expression have not been well characterized, and the mechanisms by which mTOR signaling affects the expression of a broad array of genes are less well defined than is the case for its other biological effects.

mTOR interacts with a number of protein partners, including raptor (regulatory associated protein of TOR) and rictor (rapamycin-insensitive companion of TOR), which form complexes with mTOR termed mTORC1 and mTORC2, respectively [10]. mTORC1-mediated signaling events are sensitive to the macrolytic lactone, rapamycin, while events downstream from mTORC2 are, in general, rapamycin insensitive [11].

The role of TOR in the regulation of transcription has been best characterized in yeast [12] where the nuclear localization and the activity of several nutrient and stress-responsive transcription factors are regulated by TORC1-dependent phosphorylation [13]. Yeast TOR signals to a number of specific effectors including Tap42, Mks1p, Ure2p, Gln3p, Npr1, Tip41, and Gat1p, all of which can elicit changes in the expression levels of enzymes involved in metabolic pathways [14], [15]. As a nutrient-sensing kinase, TOR signaling regulates the subcellular localization of the so-called unconventional prefoldin RPB5 interactor (URI), which is involved in the regulation of nutrient-sensitive, TORC1-controlled transcription pathways in yeast and mammals [16].

Examples of rapamycin-sensitive mTORC1 signaling to transcriptional regulators have been identified in eukaryotes. mTOR phosphorylates the signal transducers and activators of transcription 1 and 3 (STAT1 and STAT3) and, as a result, induces the transcription of the nuclear receptor peroxisome proliferator-activated receptors-gamma (PPARγ) [13]. In addition, mTOR signaling occupies a central role in the global regulation of ribosomal RNA synthesis through the TIF-IA transcription factor [17]. Finally, mTOR-mediated regulation of mitochondrial oxidative function occurs through regulation of a transcription factor termed YY1 [9].

We have characterized the effects of rapamycin on gene expression in two related rat liver epithelial cell lines [18]. The slow growing, non-tumorigenic WB-F344 [19] cell line is sensitive to the anti-proliferative effects of rapamycin while the faster growing, tumorigenic WB311 cell line, spontaneously derived from the WB-F344 cell line [20], is not. We used microarray analysis to characterize the effects of rapamycin on gene expression in these two cell lines. The results identified 106 genes whose expression was altered in response to rapamycin in both cell lines and, therefore, affected independent of rapamycin-induced growth arrest. We hypothesized that this set of genes would be regulated through effects on specific transcription factors and, therefore, be suitable for further study aimed at identifying transcriptional control mechanisms downstream from mTORC1.

## Methods

### Cell Culture

Culture conditions for the WB-F344 [19] and WB311 [20] cell lines have been previously described. Conditions for maintaining the TGR-1 (*c-myc* ^+/+^) and HO15.19 (*c-myc* ^−/−^) cells have been published as well [21]. All cell lines were grown at 37°C with 5.0% CO_2_ and plated at densities providing for approximately 60 to 80 percent confluence at the time of each experiment. After plating, cells were allowed to recover for at least 18 hr before exposure to rapamycin.

### Identification of Predicted Transcription Factor Binding Sites

The TOUCAN 2 web based program [22], [23], which integrates several data and algorithmic resources including TRANSFAC, JASPAR, Ensembl, MotifScanner and MotifSearcher, was used to identify overrepresented transcription factor binding sites in the proximal promoters or the distal non-coding sequence in defined sets of co-regulated or co-expressed genes. For the retrieval of promoter sequences from the Ensemble database, the following settings were used: Get_Seq from Ensembl/Biomart, comma separated, rat species, AFFY_Rat230_2 chip, 5′Upstreatm Exon 1, 1,000 base pairs (bp) upstream, 200 bp downstream, add to current list, Rev Compl automatically. To search for transcription factor binding sites, MotifScanner was used with the following settings: motif Position Weight Matrix (PWM) scoring, Motif Scanner, P2: TRANSFAC 7.0, P3: Prior 0.1, P4: background model (mouse DBTSS promoters [3]), stand integer 1. Note that the background model for the rat was not available in the TOUCAN2 program. Therefore, we used mouse as the background model.

The TOUCAN2 analysis was followed by statistical analysis to identify overrepresented transcription factor binding sites. The following parameters were used: Expected Frequencies file: epd_mus_musculus_prior 0.1.freq. Note that the expected frequencies file was not available for the rat, so the file for mouse was used. The prior that was used was the same as for the MotifScanner run. The expected frequencies file, located on the TOUCAN FTP-site, is based on the Eukaryotic Promoter Database (http://www.epd.isb.ch/seq_download.html).

### Analysis of Myc Family Gene Expression

WB-F344 cells were plated in 100 mm plates and allowed to attach overnight. Vehicle (DMSO) or 50 nM rapamycin was added for 6 or 24 hr. Total RNA was prepared from triplicate plates using TRIzol reagent. RNA integrity was determined using an Agilent Bioanalyzer. RNase protection assays were performed using the RPA III kit (Ambion; Austin, TX) and ^32^P-labeled probes generated from the RiboQuant mMyc multiprobe template (BD Biosciences; San Jose, CA) using the T7 MAXIscript kit (Ambion).

### RNA Isolation and Microarray Hybridization for the HOMyc-ER12 Fibroblasts

The experimental conditions for expression profiling of c-Myc target genes induced by 4-hydroxytamoxifen (OHT) in HOMycER12 fibroblasts have been described previously [24]. Genes were clustered according to their expression pattern over time. Unsupervised hierarchical clustering analysis with correlation-based metrics resulted in 9 clusters. Cluster 1 (1,712 probesets) consists of rapidly downregulated c-Myc target genes that remain downregulated for 24 hr. Cluster 2 (1,643 probesets) represents rapidly upregulated genes that remain upregulated. Cluster 3 (616 probesets) contains genes that are quickly downregulated after exposure to OHT then return towards the baseline but remain downregulated at 24 hr. Cluster 4 (178 probesets) represents genes that are quickly upregulated from 1 to 6 hr then fall to baseline. Cluster 5 genes (30 probesets) are rapidly downregulated by OHT from 1 to 6 hr then return towards the baseline by 24 hr. Clusters 6 through 9 had fewer than 5 genes each, so they were not included in the present analyses.

### Identification of c-Myc Targets among Rapamycin Responsive Genes

The dataset of genes that were differentially expressed in response to rapamycin in the WB-F344 and WB311 hepatic cells and the c-Myc target gene dataset in HOMycER12 fibroblasts were compared to search for c-Myc targets in hepatic cells and the fibroblast cell lines. To accomplish this, the ID Converter Database (http://idconverter.bioinfo.cnio.es/) was used to obtain the Ensembl Gene ID and Entrez ID for the list of rapamycin-sensitive genes in the WB-F344 and WB311 hepatic cells and the c-Myc target genes in HOMycER12 fibroblasts. Genes that contained more than one probe ID in the list of differentially expressed genes affected by rapamycin in the WB-F344 and WB311 cells were counted only one time when compared to the existing list of c-Myc targets to avoid overestimating the intersection of the two groups. Therefore, while the total number of Affymetrix probe ID for genes affected by rapamycin in the WB-F344 cells was 2,034, only 1,927 were used for this analysis. While the total number of Affymetrix probe IDs affected by rapamycin in the WB311 cells was 1,236, only 1,130 were used for this analysis.

In addition to the above analysis, the dataset of rapamycin-sensitive genes in the WB-F344 and WB311 cells was aligned with 341 confirmed NFκB target genes previously identified in multiple human cell lines (http://people.bu.edu/gilmore/nf-kb/target/index.html). The purpose of this approach was to perform a second analysis using a gene expression regulating system other than c-Myc to assess the specificity of our findings.

### E-Box Content and Distribution for Rapamycin Responsive Genes in Hepatic Cells

The Affymetrix gene features affected by rapamycin in the WB-F344 and WB311 cells were subjected to further analysis. Promoter regions of annotated genes extending from 3,000 bp upstream to 500 bp downstream of the transcription start sites were extracted from our datasets. The search for E-boxes was restricted to a perfect match with the canonical E-box CACGTG in the promoter sequences [25]. Statistical significance of the results was assessed using a Fisher exact test.

### Profiling of Rapamycin Effect on Gene Expression in Rat Fibroblasts

TGR-1 cells (c-*myc* ^+/+^) and HO15.19 cells (c-*myc* ^−/−^) were plated in 100 mm plates and allowed to attach overnight. Vehicle (DMSO) or 50 nM rapamycin was added for 24 hr. Total RNA was prepared from three independent biological replicates using TRIzol reagent. RNA processing, hybridization and data analysis were carried out at the W. M. KECK Foundation Biotechnology Resources Laboratory at Yale University (New Haven, CT). Gene expression was analyzed using the Illumina RatRef-12 Expression BeadChips and the fluorescence signals were normalized using quantile normalization implemented in BeadStudio (Illumina Inc., San Diego, CA). Illumina data analysis was performed using Partek® software, version 6.3 (Partek Inc., St. Louis, MO). For gene expression comparisons, genes whose change had a level of significance of P>0.01 or fold change less than 1.2-fold were excluded from further analyses. A two-sample t-test using a P-value cutoff of 0.05 with multiple test correction (Benjamini and Hochberg false discovery rate) was applied for each gene to determine if the gene was differentially expressed in the pairwise comparisons of triplicate analyses [26].

### Pathway Analysis

Significantly altered genes from each comparison were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) biopathway database (http://www.genome.ad.jp/kegg/pathway.html). For the Fisher exact test, P-values were employed to determine the enriched gene ontology categories and the overrepresented pathways. The list of differentially expressed genes in each cell line was used for the network reconstruction of pathway analysis, which was performed as described elsewhere [27].

### Data Access and Analysis

The microarray studies described in this paper have been deposited in the NCI's Gene Expression Omnibus (GEO; [28]) and comply with the Minimal Information About a Microarray Experiment (MIAME) standard developed by the MGED Society (http://www.mged.org/Workgroups/MIAME/miame.html). Data derived from the hepatic cell lines may be accessed through the GEO SuperSeries accession number GSE17677 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17677). Data derived from the rat fibroblast cell lines may be accessed using accession number GSE18845 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18845).

Chi square analysis was used to determine whether observed frequencies differed from the expected frequencies in the various analyses.

## Results

### Clustering Analysis

We previously characterized the gene expression response to rapamycin for the WB-F344 and WB311 hepatic cell lines [18]. Cells were exposed to DMSO vehicle or rapamycin (50 nM) for 24 hr prior to preparation of RNA for microarray analysis. A total of 2,346 gene features showed significant differences across the four experimental groups (2 cell lines, each without or with rapamycin). Hierarchical clustering (Figure 1A) showed that the vehicle control and rapamycin groups segregated for the rapamycin-sensitive WB-F344 cells but not for the rapamycin-resistant WB311 cells. We proceeded to perform a cross-comparison analysis of expression patterns in these two cell lines.

**Figure 1:**
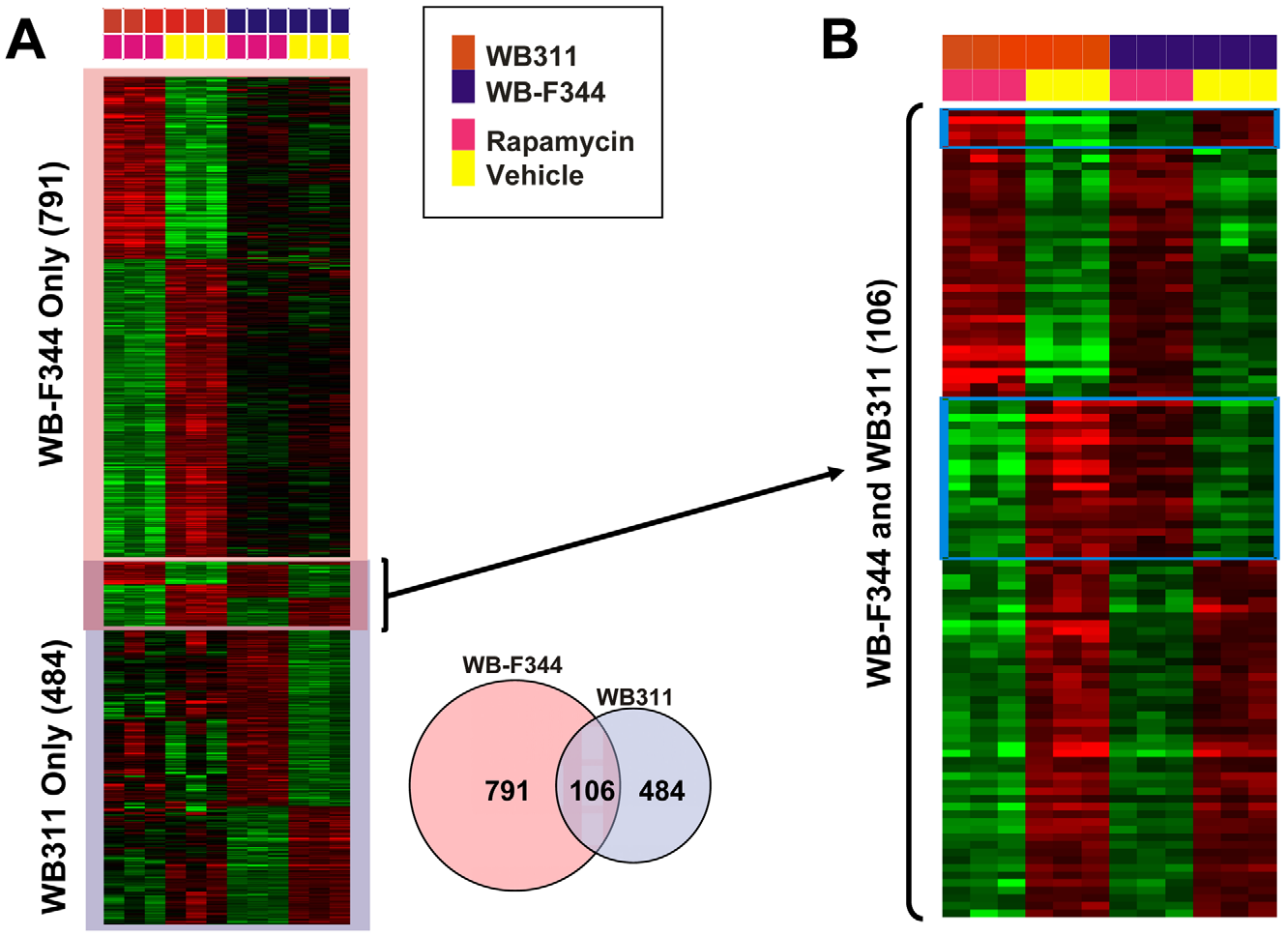
Microarray analysis of the effect of rapamycin on gene expression in hepatic cells. WB-F344 and WB311 cells were exposed to DMSO vehicle or rapamycin (50 nM) for 24 hr. Total RNA was prepared and processed for microarray analysis. *Panel A* shows a clustering analysis and heat map for the expression of all gene features that showed a significant change in response to rapamycin across the four experimental conditions (two cell lines, each plus and minus rapamycin). The accompanying Venn diagram shows the gene features affected in one cell line, the other or in both. *Panel B* shows a magnification of the gene expression pattern of the 106 gene features in the middle box of *Panel A*, representing those that were affected by rapamycin in both cell lines. The blue boxes at the top and in the middle of the heat map represent gene features that were regulated in opposite directions in the WB-F344 and WB311 cells after treatment with rapamycin. The gene features that are not included in the blue boxes represent genes that were co-regulated in the two cell lines.

Gene expression ratios were median-centered across the 6 analyses of each cell line. A cross comparison of expression patterns (Figure 1A) showed that 791 gene features were exclusively altered in WB-F344 cells after rapamycin treatment while 484 gene features were exclusively altered in the WB311 cells. Of particular interest were 106 gene features that were affected by rapamycin in both cell lines. Examination of the 106 gene features (Figure 1B) showed that the expression of 26 of the genes was affected in opposite directions in the WB-F344 and WB311 cells. The 80 gene features that were co-regulated in response to rapamycin in the two cell lines (Table S1) were selected for further study. Thirty-three of these genes were upregulated in both cell lines while 47 were downregulated.

### Identification of Overrepresented Transcription Factor Binding Sites in Rapamycin-Regulated Genes in Hepatic Cells

Genes co-regulated by rapamycin in the two cell lines are necessarily regulated independent of growth arrest since the WB311 cells are rapamycin resistant. Our initial hypothesis was that these genes share a common transcriptional control mechanism and, therefore, specific transcription factor binding sites. Of the 80 co-regulated gene features, only 61 had Ensemble IDs and could therefore be recognized by TOUCAN 2. Analysis of the promoter regions of these genes revealed five high-scoring transcription factor matrices that were overrepresented in the designated set of promoters. All five represented binding sites with E-boxes (CACGTG) that corresponded to the consensus sites for the transcription factors Max, MycMax_01, MycMax_02, MycMax_03, and Arnt (Table 1). Nineteen of the 61 genes contained binding sites for these transcription factors (Table 2). Some of these genes contained more than one E-box-containing transcription factor binding in its promoter region. In addition, the binding site that correlated with a specific transcription factor differed in some cases. For example, the transcription factor M00119-V$Max_01 was predicted to bind the motifs TAAT**CACGTG**ATTG and CAAT**CACGTG**ATTA in the promoter of the Eif4b gene while it was predicted to bind the motifs GCAA**CACGTG**ACTC and GAGT**CACGTG**TTGC in the promoter of the Ecm1 gene.

**Table 1:** Overrepresented transcription factor binding sites identified among rapamycin sensitive genes in the WB-F344 and the WB311 hepatic cell lines.

Feature Name	*n* *	*Probability* †	Significance ‡
**M00119-V$MAX_01**	20	1.64E-07	4.363
**M00118-V$MYCMAX_01**	13	2.66E-04	1.154
**M00615-V$MYCMAX_03**	20	4.86E-04	0.892
**M00236-V$ARNT_01**	17	0.001	0.562
**M00123-V$MYCMAX_02**	18	0.003	0.108

* *n* represents the number of times a feature (transcription factor) appeared among the set of gene promoters loaded into the TOUCAN2 program.

† Probability represents the P-value associated with the analysis; p-values less than 0.05 were considered significant and these binding sites were considered to be overrepresented.

‡ Significance is shown here because multiple features (more than one promoter) were interrogated. Positive significance values indicate statistically significant results.

**Table 2:** Genes that are co-regulated in the WB-F344 and WB311 cell lines in response to rapamycin that contain transcription factor binding sites with integral E-boxes.*

Affimetrix		Rapa Effect	Rapa Effect	Transcription Factor	
Identifier	Gene Symbol	WB-F344	WB311	Binding Site Identifier	Transcription Factor Binding Site Sequence
1372124_at	Eif4b_predicted || eukaryotic translation initiation factor 4B	1.42	1.52	M00118-V$MYCMAX_01	TATAATCACGTGATTG
				M00119- V$MAX_01	TAATCACGTGATTG and CAATCACGTGATTA
				M00123-V$MYCMAX_02	ATAATCACGTGATT and AATCACGTGATT and AATCACGTGATT
				M00236-V$ARNT_01	ATAATCACGTGATTGC
				M00615-V$MYCMAX_03	CTATAATCACGTGATTGCCT and AGGCAATCACGTGATTATAG
1385027_at	Transcribed locus	1.60	--	M00118-V$MYCMAX_01	CATCCACGTGCCTG
1379904_at	No Designation	1.39	1.40	M00123-V$MYCMAX_02	CAGCACGCGTGT
				M00236-V$ARNT_01	CGACTCACGTGACGCT
				M00615-V$MYCMAX_03	CTCGACTCACGTGACGCTAC and GTAGCGTCACGTGAGTCGAG
1388698_at	Ecm1 || extracellular matrix protein 1	2.25	1.44	M00119- V$MAX_01	GCAACACGTGACTC and GAGTCACGTGTTGC
				M00123-V$MYCMAX_02	CCGCACGTGTCT and CAACACGTGACT
				M00236-V$ARNT_01	AGAGTCACGTGTTGCC
				M00615-V$MYCMAX_03	CCGGCAACACGTGACTCTAG and CTAGAGTCACGTGTTGCCGG
1387294_at	Sh3bp5 || SH3-domain binding protein 5 (BTK-associated)	1.75	1.28	M00236-V$ARNT_01	GGGACCACGTGAGGTC
1368453_at	Fads2 || fatty acid desaturase 2	-1.64	-1.36	M00123-V$MYCMAX_02	CACCACATGGGA
1385426_at	RGD1305326_predicted || similar to hypothetical protein FLJ20647	-1.45	-1.30	M00118-V$MYCMAX_01	AAACCACGTGGTCA and TGACCACGTGGTTT and CGACCACCTGCAGG
				M00119- V$MAX_01	AAACCACGTGGTCA AND TGACCACGTGGTTT
				M00123-V$MYCMAX_02	GGAAAACCACGTGGTCAATG and CATTGACCACGTGGTTTTCC
				M00615-V$MYCMAX_03	CGAAACCACCGTGGTCAAT and CATTGACCACGTGGTTTCC
1386907_at	Eno3 || enolase 3, beta	-2.54	-1.33	M00118-V$MYCMAX_01	TGTACACGTGCTCG and CGAGCACGTGTACA
				M00119- V$MAX_01	TGTACACGTGCTCG
				M00123-V$MYCMAX_02	GAGCACGTGTAC
				M00236-V$ARNT_01	ATGTACACGTGCTCGA
				M00615-V$MYCMAX_03	ACATGTACACGTGCTCGACT
1389228_at	Similar to RIKEN cDNA 2010309E21 (predicted)	−1.53	−1.26	M00118-V$MYCMAX_01	AACACACGTGGTCG and CGACCACGTGTGTT
				M00119- V$MAX_01	CGACCACGTGTGTT and AACACACGTGGTCG
				M00123-V$MYCMAX_02	GACCACGTGTGT
				M00236-V$ARNT_01	AAACACACGTGGTCGC
				M00615-V$MYCMAX_03	TGAAACACACGTGGTCGCTG
1371332_at	Histone 1, H4a (predicted)	−1.41	−1.29	M00123-V$MYCMAX_02	AACCACATGATA
1367857_at	Fads1 || fatty acid desaturase 1	−1.55	−1.52	M00119- V$MAX_01	TTGTCACGTGTTTC and GAAACACGTGACAA
				M00123-V$MYCMAX_02	AAACACGTGACA
				M00236-V$ARNT_01	TTTGTCACGTGTTTCC
				M00615-V$MYCMAX_03	AAGGAAACACGTGACAAATT and AATTTGTCACGTGTTTCCTT
1383434_at	Transcribed locus	−1.81	−1.38	M00236-V$ARNT_01	TGGATAACGTGTGCGC
1368079_at	Pdk1 || pyruvate dehydrogenase kinase 1	−1.52	−1.41	M00118-V$MYCMAX_01	CTACCACGGTGGTGT and ACACCACGTGGTAG
				M00119- V$MAX_01	CTACCACGTGGTGT and ACACCACGTGGTAG
				M00123-V$MYCMAX_02	CACCACGTGGTA
				MOO615-V$MYCMAX_03	ATCCTACCACGTGGTGTTTC
1372132_at	Cndp2_predicted || CNDP dipeptidase 2 (metallopeptidase M20 family)	−1.90	−1.47	M00119- V$MAX_01	GCACCACGTGTCTC and GAGACACGTGGTGC
				M00123-V$MYCMAX_02	CACCACGTGTCT
				M00236-V$ARNT_01	AGAGACACGTGGTGCG
				M00615-V$MYCMAX_03	TCCGCACCACGTGTCTCTGC and GCAGAGACACGTGGTGCGGA
1375964_at	Psph_predicted || phosphoserine phosphatase (predicted)	−1.89	−1.50	M00123-V$MYCMAX_02	TCGCACGTTGCA
1371445_at	RGD1305092_predicted || similar to ribosome-binding protein p34 - rat	−1.57	−1.29	M00119-V$MAX_01	GTGACACGTGCCTT
				M00236-V$ARNT_01	AGTGACCGTGCCTTC
				M00615-V$MYCMAX_03	CAGAAGGCACGTGTCACTCA and TGAGTGACACGTGCCTTCTG
1377016_at	RGD1310614_predicted || similar to RIKEN cDNA 5730592L21	−1.46	−1.43	M00236-V$ARNT_01	GAGAGCGCGTGACGGC
1375669_at	LOC293702 || similar to binding protein	−1.40	−1.30	M00236-V$ARNT_01	CTAGGCACGTGCACTC and GAGTGCACGTGCCTAG
1367743_at	Pfkl || phosphofructokinase, liver, B-type	−1.39	−1.36	M00119-V$MAX_01	ATGCCACGTGGTTC and GAACCACGTGGCAT
				M00118-V$MYCMAX_01	ATGCCACGTGGTTC and GAACCACGTGGCAT
				M00119-V$MAX_01	ATGCCACGTGGTTC and GAACCACGTGGCAT
				M00123-V$MYCMAX_02	AACCACGTGGCA and AACCACGTGGCA
				M00236-V$ARNT_01	GATGCCACGTGGTTCT and AGAACCACGTGGCATC
				M00236-V$ARNT_01	GATGCCACGTGGTTCT and AGAACCACGTGGCATC
				M00615-V$MYCMAX_03	CCGATGCCACGTGGTTCTCC and GGAGAACCACGTGGCATCGG
				M00615-V$MYCMAX_03	CCGATGCCACGTGGTTCTCC and GGAGAACCACGTGGCATCGG

*Of the 61 co-regulated gene features, 19 were found to have one or more than one E-box-containing transcription factor binding site. For each of these gene features, the fold-change in response to rapamycin, the transcription factor binding site identification and the sequence within the specific gene feature containing that site is shown. “Rapa Effect” denotes the fold-change in response to rapamycin for each individual gene. Note that the fold change in response to rapamycin for 1385027_at could not be determined because two distinct normalization procedures were employed for the clustering versus the differential expression analyses.

### Enrichment of c-Myc Targets in Rapamycin-Modulated Genes in the WB-F344 and WB311 Hepatic Cell Lines

Based on the overrepresentation of E-box-containing transcription factor binding sites among rapamycin-regulated genes, we hypothesized that c-Myc plays a role in the regulation of gene expression by mTOR. Using the WB-F344 cells, we examined the effect of mTOR on members of the Myc signaling network using a multiplex RNase protection assay [29]. Results (Figure 2) showed that rapamycin exposure for 6 hr induced a decrease in the steady state expression of Max and Mad 4. However, the effect was not as marked as the effect on the two genes intended for use as internal standards, ribosomal protein L32 and GAPDH. Of note, members of the Myc family were not affected. At 24 hr, there were no persistent effects on any of the components of the Myc signaling network, L32 or GAPDH. The upregulation of c-*myc* at the longer time point did not reach statistical significance.

**Figure 2:**
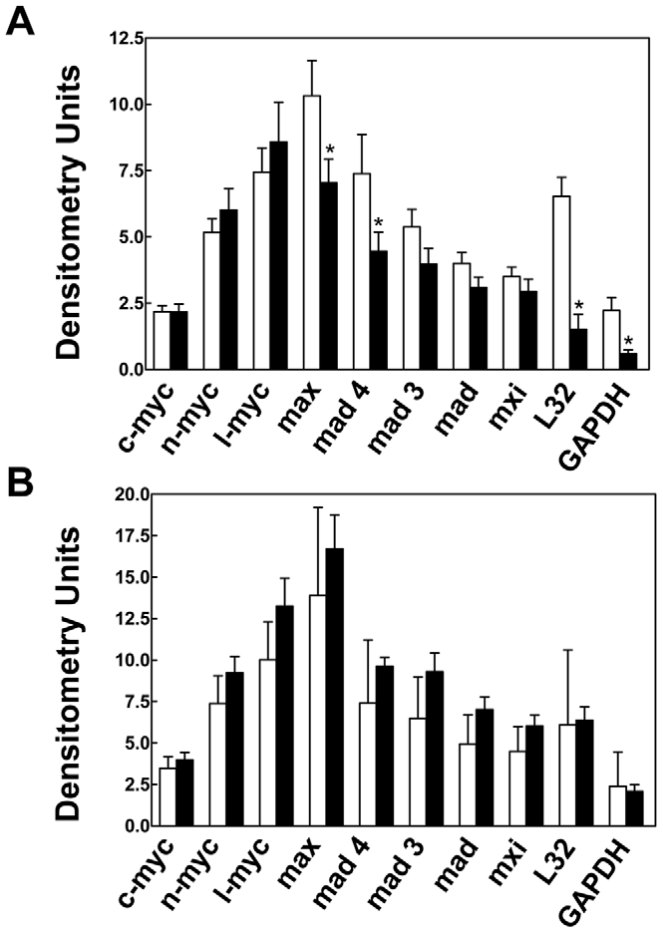
The effect of rapamycin on the expression of components of the Myc signaling network. WB-F344 cells were treated with rapamycin for 6 hr (*Panel A*) or 24 hr (*Panel B*). At the end of the incubation period, total RNA was prepared from triplicate wells for each condition. RNA (21 µg) was analyzed by multiplex RNase protection assay. Results are expressed as the mean + 1SD. The asterisks indicate a significant difference from the control group as determined by unpaired t-test. The densitometry units are arbitrary and should not be used to compare the relative expression of one gene versus another, only the effect of rapamycin. GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

We next tested the hypothesis that c-Myc targets would be enriched among the set of mTORC1 targets in both the WB-F344 and WB311 cells. We compared the set of rapamycin-responsive genes in the two hepatic cell lines with a set of c-Myc targets identified in HOMycER12 fibroblasts during c-*myc* induction for up to 24 hr. Results (Figure 3, upper panel) showed that 699 of the 1,927 rapamycin-responsive genes identified in the WB-F344 cells were c-Myc targets. This was significantly greater than the expected number of 377 (P<0.000001). Examination of the distribution of genes among the clusters representing various temporal responses to c-*myc* induction revealed a higher than expected proportion of genes contained in clusters 1 (P<0.000001), 2 (P<0.000001) and 3 (P<0.01).

**Figure 3:**
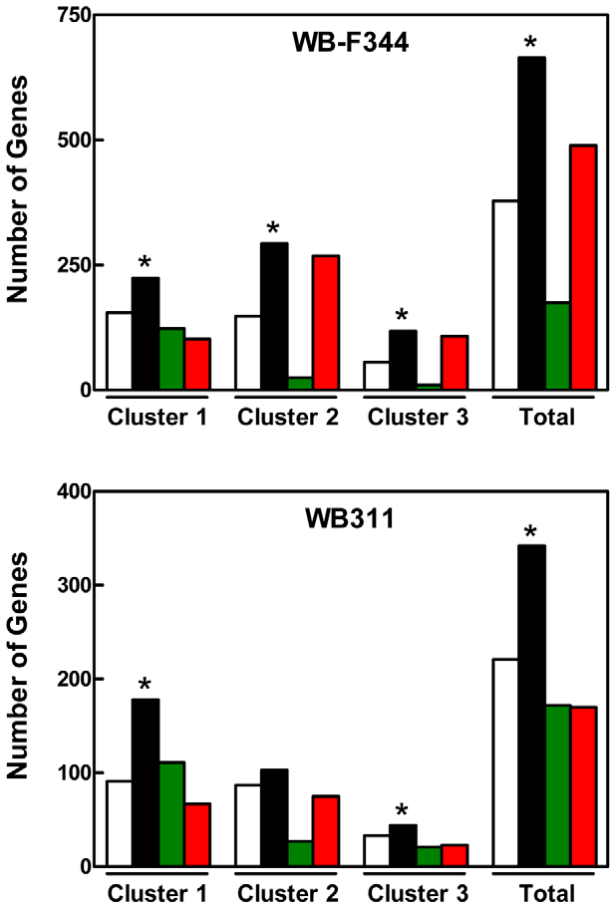
Enrichment of c-Myc targets among rapamycin targets in hepatic cell lines. Microarray results identifying genes affected by rapamycin in WB-F344 cells (*Upper Panel*) and WB311 cells (*Lower Panel*) were compared to c-Myc targets. The latter were identified as genes whose expression was altered in response to c-*myc* induction by OHT in HOMycER12 fibroblasts. The expected (unfilled), observed (black), upregulated (red) and downregulated (green) c-Myc targets regulated in response to rapamycin are shown for the temporal response clusters 1, 2 and 3 in the HOMycER12 fibroblasts and for the total population of genes affected in these cells. *, P<0.05 versus corresponding control were determined by chi square analysis.

We performed an analysis to determine if mTORC1 signaling and c-Myc might induce parallel changes in gene expression and that rapamycin effect would reflect this (Figure 3, upper panel). For cluster 1, c-Myc targets that were rapidly and persistently downregulated following c-*myc* induction in the HOMycER12 fibroblasts, there was no difference between the number of c-Myc targets that were upregulated and downregulated in response to rapamycin in the WB-F344 cells. For cluster 2, which represents genes that were upregulated following c-*myc* induction, the majority of c-Myc targets in this cluster (268 of 293 probesets) were downregulated in response to rapamycin. For cluster 3 (genes that were rapidly downregulated then moved towards baseline but remained downregulated at 24 hr following c-*myc* induction), the majority of c-Myc targets (108 of 118 probesets) were downregulated in response to rapamycin. These results indicated limited consistency in the effects of mTORC1 inhibition and c-Myc on the expression of c-Myc target genes.

In the WB311 cell line (Figure 3, lower panel), 342 of 1130 rapamycin-modulated genes were present in the c-Myc target dataset. This number surpassed the expected number of 221, a difference that was significant (P<0.000001). A significant association between rapamycin effect and the effect of c-*myc* induction was confined to clusters 1 and 3. For cluster 1, of the 178 probesets that responded to rapamycin (versus the expected number of 111 probesets), the expression of 111 c-Myc targets was increased while 67 were repressed (P<0.000001). For cluster 3, the observed number of c-Myc targets (44 probesets) exceeded the expected number (37 probesets) (P<0.05). Approximately equal numbers were upregulated and downregulated.

To assess the specificity of the relationship between c-Myc and mTORC1 signaling, we performed a similar analysis using the set of 341 genes that are targets of NFκB. We chose NFκB because, like c-Myc, it is involved in the regulation of a large, diverse set of genes involved in a spectrum of cellular processes [30]. The results of this comparison disclosed that only 27 of the 1,927 rapamycin-responsive genes in the WB-F344 cells were included among the NFκB targets. This number was not significantly greater than the expected number. A similar result was obtained for the WB311 cell line in which only 26 of the 1,130 rapamycin-responsive genes were included in the NFκB dataset.

### E-Box Distribution in the Promoter Regions of Rapamycin-Modulated Genes

We hypothesized that the distribution of E-boxes would differ in the promoter regions of genes that were up-regulated versus down-regulated in response to rapamycin. For the population of rapamycin-responsive genes in the two hepatic cell lines, E-boxes showed a positional bias in that most were located within a region 100 nucleotides upstream of the transcriptional start site (Figures 4A and 4B). There was no apparent difference in the distribution of E-boxes in the two cell lines. In addition, the number of E-box-containing sites among promoters for rapamycin-responsive genes showed similar results for the two cell lines (Figures 4C and 4D). However, the number of promoters with two E-boxes was higher for genes that were downregulated by rapamycin in the WB-F344 cells compared to the genes that were upregulated. This was not the case for the WB311 cells.

**Figure 4:**
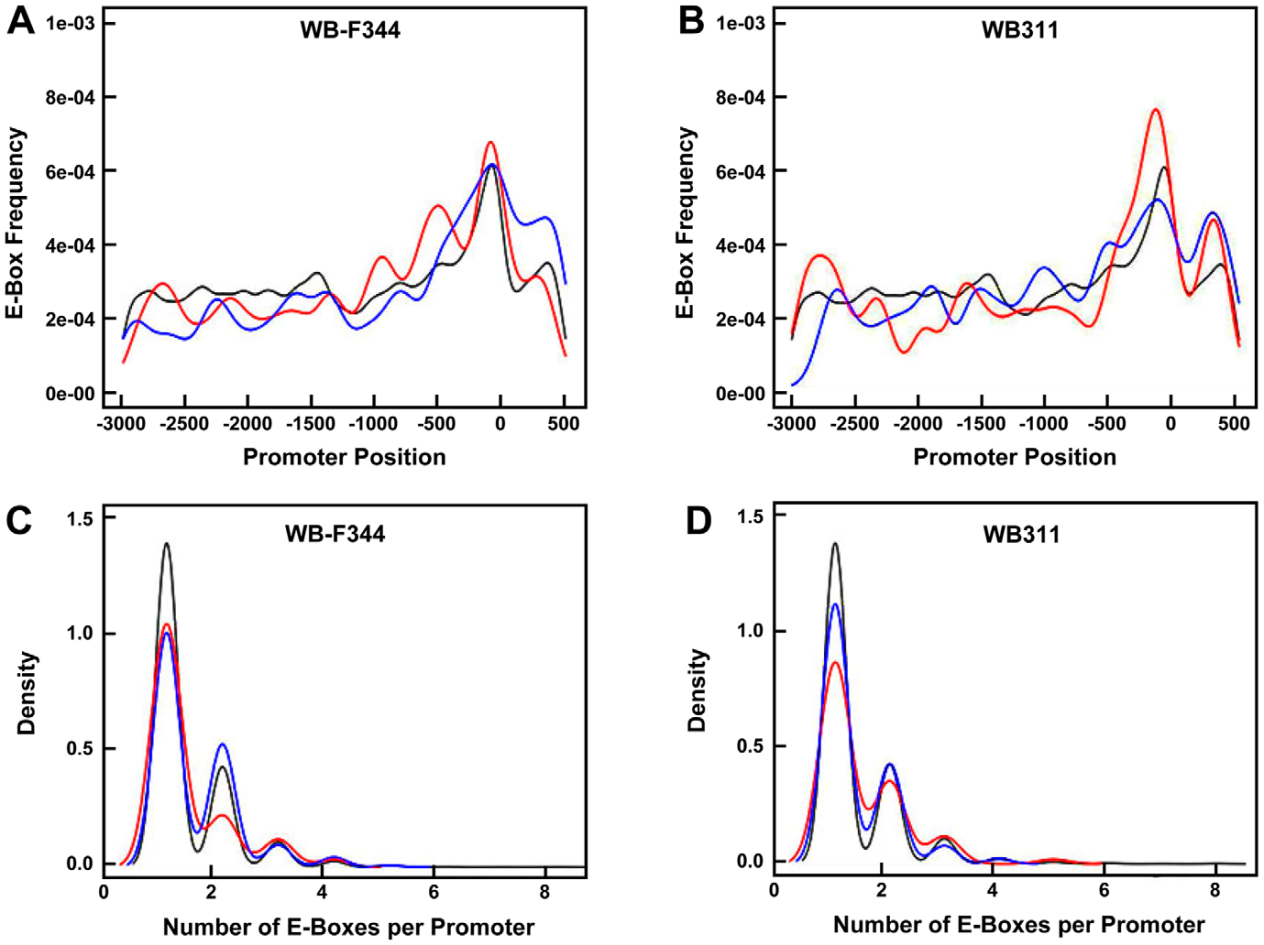
Distribution and number of canonical E-box elements (CACGTG) among rapamycin sensitive genes. Identification of the E-boxes and their distribution was performed as described in the methods section. The promoter sequences spanning −3 kb upstream to +500 bases downstream of the transcriptional start site (TSS) were used in this analysis. Distribution (frequency as a function of position relative to +1, the TSS) of each E-box sequence is shown for WB-F344 cells (*Panel A*) and WB311 cells (*Panel B*). The distribution of the number of E-boxes along the promoters of genes affected by rapamycin is shown for the WB-F344 cells (*Panel C*) and the WB311 cells (*Panel D*). Density (Y-axis) is a probability function representing the normalized frequency of E-boxes. Black lines denote the total number of E-boxes detected in the database, red lines represent E-boxes in the promoters of genes upregulated by rapamycin and blue lines represent the genes downregulated by rapamycin.

### Dependence of Rapamycin Effect on c-Myc in Fibroblasts

To assess the dependence of rapamycin-induced changes in gene expression on c-Myc, we performed studies on two rat fibroblast cell lines, TGR-1 (c-*myc* ^+/+^) and HO15.19 (c-*myc* ^−/−^). Preliminary studies (data not shown) confirmed that the phosphorylation of ribosomal protein S6 (Ser^235/236^) was highly sensitive to inhibition by rapamycin in both cell lines. Studies using ^3^H-thymidine showed that both cell lines were resistant to the growth inhibitory effects of rapamycin (data not shown) based on the criteria that we had established using hepatic cells [18].

We hypothesized that the effect of rapamycin on gene expression would be c-Myc-dependent and that this would be reflected in there being fewer rapamycin-sensitive genes in the HO15.19 fibroblasts (c-*myc* ^−/−^) than in TGR-1 cells (c-*myc* ^+/+^). Both cell lines were exposed to DMSO vehicle or rapamycin (50 nM) for 24 hr. 

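TGR-1 cells are rat fibroblasts with intact c-myc alleles, and HO15.19 cells were derived from them by inactivating both alleles. Total RNA was measured on 12 Illumina RatRef-12 arrays, 3 in each of 4 groups: each line with DMSO or with 50 nM rapamycin for 24 hr, from independent biological replicates as the methods state. The mean raw signal per array was 337 to 361 (median 337) in TGR-1 control, 334 to 370 (median 345) in TGR-1 rapamycin, 261 to 369 (median 329) in HO15.19 control and 255 to 405 (median 314) in HO15.19 rapamycin. Between 9605 and 9867 probes were detected per array in TGR-1 cells and between 9657 and 10472 in HO15.19 cells, and the lowest correlation between arrays of a group was 0.989, in HO15.19 rapamycin. The authors normalized the signals between arrays by the quantile method in BeadStudio and compared the groups in Partek 6.3. Here the non-normalized bead signals were background corrected with the detection p-values and quantile normalized with the neqc function of limma, and all changes are on the log2 scale of these values. Of the 22523 probes, 10852 (48.2%) had a detection p under 0.05 on at least 3 of the 12 arrays and were tested. A mean was fitted per group over the 12 arrays with limma, so that all groups share an estimate of the spread, and a probe was called changed at a Benjamini-Hochberg adjusted p under 0.05, an unadjusted p of at most 0.01 and a change of at least 1.2-fold, as in the methods. The sources used here pair probes with genes only in the authors' deposited tables of changed probes, which name 1734 probes of 1710 genes. A gene group counted here therefore holds only members that the authors found changed in at least 1 of the lines on these arrays, so its direction is not independent evidence, and the camera function of limma compared each group with the other named genes. The number of arrays per group limits the precision: on simulated data with as many arrays per group and known changes in HO15.19, 14.9% of 1.3-fold changes, 71.6% of 1.5-fold changes and 100% of 2-fold changes were called. The simulation changed 200 of the 10852 probes, with noise independent between probes, so these shares need not hold for the real arrays.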

Total RNA was prepared and processed for microarray analysis. Results for the TGR-1 cells showed that 989 gene features (4.5% of the total number on the array) were affected by rapamycin with 521 sequence tags upregulated and 463 downregulated. 

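In TGR-1 cells rapamycin raised Akr1c19, an aldo-keto reductase, by 1.29 on the log2 scale, from 7.13 ± 0.14 to 8.42 ± 0.07 (SD, n = 3; standard error of the change 0.12, adjusted p = 1.43e-05 from limma). Mfap5, a microfibril protein, rose by 1.40, Rhebl1, a small GTPase related to the mTOR activator Rheb, by 1.39, and Dusp1, a phosphatase that inactivates MAP kinases, by 1.12. Phgdh, the first enzyme of serine synthesis from a glycolytic intermediate, fell by 1.50, from 8.88 ± 0.06 to 7.38 ± 0.18 (SD, n = 3; standard error 0.12, adjusted p = 8.07e-06 from limma). Trib3, a stress-induced pseudokinase, fell by 1.11 and Id2, an inhibitor of basic helix-loop-helix factors, by 1.09. Of 11 named NF-kB targets, 6 rose, among them Ptgs2, the inducible cyclooxygenase (1.00), and the adhesion molecule Icam1 (0.75), and 6 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.00547, and adjusted p = 0.0382 with an estimated correlation). Among 9 genes of the immediate early MAP kinase response, 6 rose, also when adjusted over the list alone, with the transcription factor Fos at 0.87 and Ier3 at 0.61 (camera adjusted p = 0.0281, but adjusted p = 0.0974 with an estimated correlation and 0.0632 with a stricter filter). SRF targets, genes of the contractile and matrix response, rose for 4 of 5 named members (5 when adjusted over the list alone), with the matricellular proteins Ccn1 at 1.00 and Ccn2 at 0.55 (camera adjusted p = 0.00733, but adjusted p = 0.0974 with an estimated correlation). Genes of ribosome biogenesis were lower for 4 of 15 named members and for 7 when adjusted over the list alone, among them the nucleolar protein Nolc1 (−0.57) and Rrp9 (−0.42), and all 15 had negative values (camera adjusted p = 0.00137, and adjusted p = 0.0258 with an estimated correlation). In all, 430 probes passed the threshold, 1.91% of the array, of which 273 were higher and 157 lower with rapamycin, and 1910 had an unadjusted p under 0.05 where 542.6 would be expected by chance. The count was 231, 198, 230, 199 and 239 without TGR-1 control replicate 1 or 2 or rapamycin replicate 1, 2 or 3, respectively, each of which leaves 2 arrays in a group. It was 41 with each array centred on the median of all its probes in place of quantile normalization, leaving array means 0.474 apart. With centring on the median of the tested probes, chosen after the data had been seen, the count was 295 and the means 0.118 apart. Without the Benjamini-Hochberg condition the count was 864. A further setting, also chosen after the data had been seen, used only genes named in the HO15.19 table. There ribosome biogenesis (camera adjusted p = 0.180) and the immediate early genes (0.308) did not pass. The NF-kB and SRF targets, with 4 and 3 members named there, were too few to test.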

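In the c-myc null HO15.19 fibroblasts rapamycin raised Odc1, the rate-limiting enzyme of polyamine synthesis, by 1.40 on the log2 scale, from 9.31 ± 0.22 to 10.71 ± 0.08 (SD, n = 3; standard error 0.13, adjusted p = 1.32e-05 from limma). Wnk4, a kinase that regulates ion transport, rose by 1.33, and Zfp36l1, which destabilizes mRNAs with AU-rich elements, by 1.15. Phgdh was not detected on the HO15.19 rapamycin arrays and was at least 3.59-fold lower there than on the control arrays. Slc7a5, a transporter of large neutral amino acids, fell by 1.63 (standard error 0.14, adjusted p = 2.67e-06 from limma), and Atf5, a transcription factor of the amino acid response, by 1.46. Of 25 named genes of mitosis, 21 fell, all 25 when adjusted over the list alone, among them the transcription factor Foxm1 (−0.97), cyclin A2 (Ccna2, −0.91), Ube2c of the anaphase pathway (−0.91) and the cytokinesis regulator Racgap1 (−0.78). The camera adjusted p for mitosis in HO15.19 was 3.05e-08, and 0.00810 with an estimated correlation. Genes of DNA replication fell for 14 of 20 named members and for all 20 when adjusted over the list alone, with Gins1 at −0.91 and the helicase subunit Mcm2 at −0.67 (camera adjusted p = 2.06e-06, but adjusted p = 0.0568 with an estimated correlation). Ribosomal protein genes rose for 4 of 13 named members (7 when adjusted over the list alone), among them Rps26 (0.57) and Rpl24 (0.42), with a camera adjusted p of 0.00834 but an adjusted p of 0.200 with an estimated correlation. The paper's pathway analysis, on another gene set, marks the ribosome as down-regulated in HO15.19 cells. The authors' own fold changes had the same sign as here for all 1142 of their HO15.19 probes that were tested. In the HO15.19 table 24 mitosis, 20 DNA replication and 11 ribosomal protein members are named, against 2, 1 and 3 in the TGR-1 table. The counts, also those over the list alone, and the camera p-values thus rest on names chosen on these same arrays. They are not independent evidence. The members in the TGR-1 table are too few to test on names made without the HO15.19 arrays. In all, 558 probes passed the threshold, 2.48% of the array, with 272 higher and 286 lower, and 2018 had an unadjusted p under 0.05. The count was 313, 295 and 360 without HO15.19 control replicate 1 or 2 or rapamycin replicate 1, respectively. With each array centred on its median it was 48, of which 17 were higher and 31 lower. With centring on the median of the tested probes, chosen after the data had been seen, it was 346. Without the Benjamini-Hochberg condition it was 986.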

In the HO15.19 fibroblasts 1,140 probes (5.2% of the total number of gene features on the array) were affected by rapamycin (553 upregulated and 590 downregulated). The number of modulated genes in the HO15.19 fibroblasts was greater than the number in the TGR-1 cells, thus refuting our hypothesis. This conclusion was further supported by the observation that the number of genes showing a 1.5-fold or greater change in expression was higher in the HO15.19 cells than in the TGR-1 cells (data not shown).

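The rapamycin change differed between the lines for Chac1, a glutathione-degrading enzyme of the stress response, which fell by 1.23 in HO15.19 cells and had a value of 0.06 in TGR-1 cells, a difference of −1.29 (standard error 0.23, adjusted p = 0.0436 from limma). Ncapd2, a subunit of the condensin complex, fell by 0.92 in HO15.19 cells against a value of 0.11 in TGR-1 cells (difference −1.03, standard error 0.17, adjusted p = 0.0283). H2ax, a histone variant of the DNA damage response, rose by 0.68 in TGR-1 cells and fell by 0.37 in HO15.19 cells (difference −1.05, adjusted p = 0.0105), and the chemokine Ccl2 rose by 0.58 and fell by 0.49 (difference −1.07, adjusted p = 0.0436). Changes in HO15.19 cells lay below those in TGR-1 cells for Mcm10 (−0.98), the DNA polymerase subunit Pold1 (−0.85), the kinesin Kif20a (−0.84) and the centromere protein Incenp (−0.84). Acsm1, an acyl-CoA synthetase, had a difference of 1.08 but was detected on 1 of 6 HO15.19 arrays, and Kprp had a difference of 1.31 but was not detected in TGR-1 cells. By group, the difference was negative for DNA replication (camera adjusted p = 4.05e-07, but adjusted p = 0.0790 with an estimated correlation) and for mitosis (camera adjusted p = 4.17e-09, and adjusted p = 0.0156 with an estimated correlation), where 8 and 18 members passed when adjusted over the list alone. It was negative also for targets of the stress factor ATF4 (camera adjusted p = 0.00418, 7 members over the list alone) and for interferon-stimulated genes (camera adjusted p = 0.00962, 3 members over the list alone), with adjusted p = 0.0790 for each with an estimated correlation. In the HO15.19 table 20 replication and 24 mitosis members are named, against 1 and 2 in the TGR-1 table. This naming favours a negative difference, so the camera p for replication and mitosis is not independent evidence. Over all probes, 12 differed between the lines, 3 with a higher and 9 with a lower change in HO15.19. Of 100 groupings of the arrays within the lines, the real grouping included, 7 gave at least 12. Groupings that keep the real labels in either line but mix them in the other carry part of the rapamycin change into the difference. They therefore cannot decide whether chance gives this number. At an unadjusted p under 0.05 in limma there were 1057 probes, where 542.6 would be expected by chance. With each array centred on its median 0 probes passed in limma (295 at an unadjusted p under 0.05), and with the authors' normalized values 63 passed. Of the probes raised by rapamycin 89 were shared by the lines where 6.84 would be shared by chance, and of those lowered 51 where 4.14 would be (Fisher exact test, two-sided, p = 6.31e-78 and 1.89e-42), and 2 moved in opposite directions. The Fisher test treats probes as independent, which they are not, so its p does not measure the spread between replicates. The number of changed probes was higher in HO15.19 than in TGR-1 in 20 of 28 settings, but with the spread estimated from each line's own arrays the order was reversed, with 457 in TGR-1 and 258 in HO15.19, as it was with array weights (786 and 529), with the methods' t-test (58 and 13) and with that test on the authors' normalized values of at least 100, a setting chosen after the data had been seen (97 and 34). It was also reversed without HO15.19 control replicate 1 (383 in TGR-1, 313 in HO15.19), control replicate 2 (395 and 295), rapamycin replicate 1 (434 and 360) or rapamycin replicate 3 (501 and 407), each of which leaves HO15.19 with fewer arrays. The 20 settings with more in HO15.19 include each fit without a TGR-1 array, which leaves TGR-1 with fewer arrays. Without TGR-1 control replicate 2, for example, the counts were 198 in TGR-1 and 478 in HO15.19. From the higher number in the c-myc null cells, the paper concludes that its hypothesis of fewer rapamycin-sensitive genes in these cells is refuted. Without TGR-1 control replicate 1, 2 or 3 the count of 12 became 2, 7 and 4, without TGR-1 rapamycin replicate 1, 2 or 3 it became 4, 1 and 0 in limma (997 at an unadjusted p under 0.05 in the last), without HO15.19 control replicate 1, 2 or 3 it became 3, 5 and 3, and without HO15.19 rapamycin replicate 2 it became 4. Leaving out TGR-1 control replicate 2 or rapamycin replicate 2 lowered the shared probes of both directions together to 76 and 79.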

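Among the genes changed by at least 1.5-fold in HO15.19 cells, Creb3l1, a membrane-bound transcription factor, fell by 1.41 (standard error 0.15, adjusted p = 2.83e-05 from limma) and the inflammatory caspase Casp4 by 1.24 (standard error 0.13, adjusted p = 2.83e-05). Both also passed 1.5-fold in TGR-1 cells, where Creb3l1 fell by 1.08 and Casp4 by 1.04. Depp1, a FOXO target, rose by 1.29 in HO15.19 and by 0.93 in TGR-1 cells, and Omd, a matrix proteoglycan, by 1.11 and 0.96. The number of probes past the threshold with a change of at least 1.5-fold was 248 in HO15.19 cells (127 higher, 121 lower) and 193 in TGR-1 cells (126 higher, 67 lower). The median change of the called probes was 1.47-fold in HO15.19 and 1.48-fold in TGR-1 cells. The spread between replicates was larger in HO15.19 cells, with a median pooled SD of 0.166 against 0.143 on the log2 scale, and was larger there for 61.6% of the probes. The number was 48 in HO15.19 and 41 in TGR-1 with each array centred on its median, 136 and 96 with the authors' normalized values, and 125 and 93 without background correction. It was higher in HO15.19 in 26 of 28 settings, and the exceptions were the methods' t-test on the same values (28 in TGR-1, 9 in HO15.19) and on the authors' normalized values of at least 100 (33 and 17), a setting chosen after the data had been seen. The 26 include each fit without a TGR-1 array, which leaves TGR-1 with fewer arrays, and each fit without an HO15.19 array.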

Based on the results in hepatic cell lines, we hypothesized that the genes affected by rapamycin in the TGR-1 and HO15.19 cells would show enrichment of c-Myc targets. Results (Figure 5) confirmed this hypothesis in both cells lines. In the TGR-1 cells, 430 of 989 rapamycin modulated genes were in the set of c-Myc targets, far exceeding the expected 192 genes (P<0.000001). 

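Among textbook targets that c-Myc induces, Ldha, the lactate dehydrogenase subunit of glycolytic cells, fell by 0.70 with rapamycin in TGR-1 cells (standard error 0.13, adjusted p = 0.00536 from limma). Nme1, a nucleoside diphosphate kinase, fell by 0.44, while Odc1, a classical induced target, rose by 0.56. Of 61 listed induced targets, 7 were among the 430 changed probes (Fisher exact test, one-sided, odds ratio 3.18, p = 0.0101, and adjusted p = 0.0481 over the lists). Of 49 listed targets that c-Myc represses, 6 were among them (Fisher exact p = 0.0124, adjusted p = 0.0531 over the lists). A listed target with no named probe counted as not changed. These lists were drawn from general knowledge, since the target clusters of the HOMycER12 fibroblasts are not part of the sources used here, so the counts are not those of Figure 5. The Fisher exact test of induced targets did not pass without TGR-1 control replicate 2 (p = 0.309), control replicate 3 (p = 0.106) or rapamycin replicate 3 (p = 0.154), and that for repressed targets without control replicate 1 (p = 0.283) or rapamycin replicate 2 (p = 0.0616). With each array centred on its median the p was 1 for either list.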

As in the hepatic cell lines, the number of rapamycin-sensitive c-Myc targets identified in the two fibroblast lines in clusters 1, 2 and 3 exceeded the number expected.

**Figure 5:**
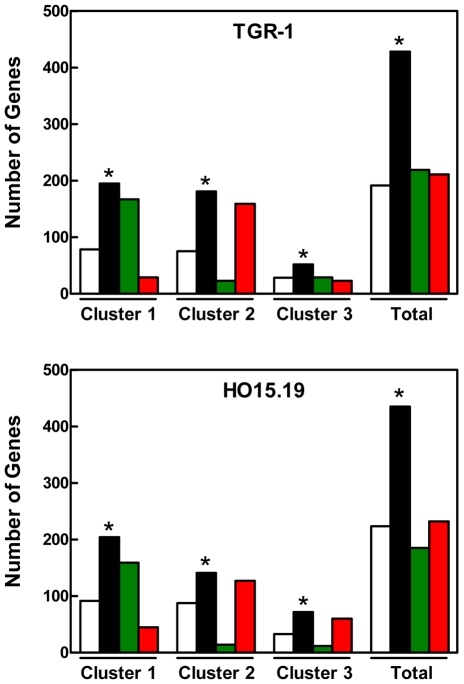
Enrichment of c-Myc targets among rapamycin targets in rat fibroblasts. TGR-1 cells (c-*myc^+/+^*; *Upper Panel*) and c-HO15.19 cells (c-*myc ^−/−^*; *Lower Panel*) were treated with rapamycin (50 nM) for 24 hr. At the end of that time, cells were processed for the preparation of RNA, which was used for microarray analysis. The genes affected by rapamycin were compared to c-Myc targets that were identified as genes whose expression was altered in response to c-Myc induction by OHT in HOMycER12 fibroblasts. The expected (unfilled), observed (black), upregulated (red) and downregulated (green) c-Myc targets regulated in response to rapamycin are shown for the temporal response clusters 1, 2 and 3 in the HOMycER12 fibroblasts and for the total population of genes affected in these cells. *, P<0.05 versus corresponding control were determined by chi square analysis.

The direction of regulation in response to rapamycin was examined. For TGR-1 cells (Figure 5, upper panel) cluster 1 genes (downregulated in response to c-*myc* induction), rapamycin induced upregulation of the expression of 167 c-Myc targets while only 29 were downregulated. Among cluster 2 genes (upregulated in response to c-*myc* induction), rapamycin upregulated the expression of 23 c-Myc targets while 159 were downregulated. 

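Among the textbook targets that c-Myc represses, Tpm1, an actin-binding tropomyosin, rose by 0.64 in TGR-1 cells with rapamycin, Mxd4, an antagonist of c-Myc for the partner Max, by 0.62, and Gadd45b, a growth arrest gene, by 0.61. Txnip, an inhibitor of thioredoxin and glucose uptake, rose by 0.52, and the collagen gene Col1a1 fell by 0.49. Of 13 named members of this group, 5 rose and 1 fell, or 9 and 1 when adjusted over the list alone, and 11 had positive values with a median of 0.45. The camera adjusted p was 0.0108 for repressed targets, but adjusted p = 0.0549 with an estimated correlation. Of 28 named targets that c-Myc induces, 6 fell and 1 rose, or 11 and 1 when adjusted over the list alone. Of these 28, 26 had negative values, with a median of −0.31 (camera adjusted p = 0.000222, and adjusted p = 0.0258 with an estimated correlation). Since names came from tables selected on these arrays, these counts are not independent evidence of direction. Over the genes named in the HO15.19 table alone, whose naming did not use the TGR-1 arrays, the camera adjusted p was 0.0390 for 15 induced and 0.180 for 8 repressed targets, a setting chosen after the data had been seen.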

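In HO15.19 cells, which lack c-Myc, rapamycin lowered several genes of the induced group of textbook c-Myc targets: Shmt2, the mitochondrial serine hydroxymethyltransferase, fell by 1.15, the spermidine synthase Srm by 0.68 and the nucleolar protein Nop56 by 0.59. Of the 28 named induced targets, 6 fell and Odc1 alone rose, or 8 and 1 when adjusted over the list alone, and 24 had negative values with a median of −0.28. The camera adjusted p was 0.0249, but adjusted p = 0.114 with an estimated correlation, 0.0695 with each array centred on its median and 0.183 over the 18 genes named in the TGR-1 table, a setting chosen after the data had been seen. Of the 61 listed induced targets, 7 were among the 558 changed probes (Fisher exact test, one-sided, p = 0.0361, adjusted p = 0.194 over the lists). Among 13 named repressed targets, Mxd4 rose by 0.56 and the transcription factor Klf2 by 0.50, while Col1a1 fell by 0.42. With 7 higher and 2 lower when adjusted over the list alone, and a median of 0.31, the group did not pass in HO15.19 (camera adjusted p = 0.105, and p = 0.244 for 4 of 49 listed targets in the Fisher exact test). The test of the difference between the lines did not pass for either group (camera adjusted p = 0.379 for induced and 0.588 for repressed targets). The direction of these counts is not independent evidence, since the names come from tables selected on these arrays. The Fisher exact test of induced targets did not pass without HO15.19 control replicate 1 (p = 0.102), control replicate 2 (p = 0.0858), rapamycin replicate 1 (p = 0.0532) or rapamycin replicate 3 (p = 0.0805), and that of repressed targets passed without rapamycin replicate 3 (p = 0.0100).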

Similar results were obtained for the HO15.19 cell line (Figure 5, lower panel).

Pathway analysis revealed that rapamycin modulated the expression of genes involved in a number of biochemical and metabolic pathways in both the TGR-1 and HO15.19 fibroblasts (Table 3). These pathways included those involved in steroid, carbohydrate and amino acid metabolism. 

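Asns, the asparagine synthetase, fell by 0.86 in TGR-1 and by 1.32 in HO15.19 cells (limma adjusted p = 0.00314 and 5.29e-05), and Psph, the last enzyme of serine synthesis, by 0.93 and 1.14. Of 17 named aminoacyl-tRNA synthetases and their partners, which charge tRNAs with amino acids, 9 fell in TGR-1 and 13 in HO15.19 cells (13 in each when adjusted over the list alone), with Yars1 at −0.50 and −1.01 and Cars1 at −0.55 and −1.35. The camera adjusted p for these synthetases was 2.21e-05 in TGR-1 and 4.09e-06 in HO15.19, or 0.0206 and 0.00810 with an estimated correlation. Of 16 named targets of ATF4, the transcription factor of the amino acid response, 9 fell in TGR-1 and 13 in HO15.19 cells (10 and 14 when adjusted over the list alone), with the pseudokinase Trib3 at −1.95 in HO15.19 (camera adjusted p = 6.23e-05 and 3.05e-08, and adjusted p = 0.0227 and 0.00810 with an estimated correlation). Serine and one-carbon metabolism fell for 2 and 3 of 5 named members (4 in each when adjusted over the list alone), with camera adjusted p = 0.00276 in TGR-1 and 0.00834 in HO15.19, and adjusted p = 0.0370 and 0.0663 with an estimated correlation. The Bckdha gene of branched-chain amino acid breakdown rose by 0.65 in TGR-1 and 0.73 in HO15.19 cells, while the list of 5 named catabolic genes did not pass (camera adjusted p = 0.712 and 0.792). Among steroid genes, 1 of 7 named members of cholesterol synthesis fell in TGR-1 cells (4 when adjusted over the list alone), the sterol desaturase Sc5d (−0.49), and all 7 had negative values with a median of −0.41 (camera adjusted p = 0.00960, but adjusted p = 0.111 with an estimated correlation). In HO15.19 cells none of the 7 passed, Sc5d had a value of 0.17, and the camera adjusted p was 0.585, while the difference between the lines had an adjusted p of 0.0848. All 7 are named in the TGR-1 table and 2 in the HO15.19 table, which favours a fall in TGR-1 cells alone. The paper's pathway analysis, on another gene set, gives steroid biosynthesis as affected in both lines. For carbohydrates, the pentose phosphate enzyme Pgd had values of −0.31 in TGR-1 and −0.01 in HO15.19 that did not pass, and the named members of this pathway were too few to test as a list. These names come from tables selected on these arrays, so the counts are not independent evidence of direction, but over genes named in the other line's table alone, a setting chosen after the data had been seen, the synthetases passed in TGR-1 (13 genes, camera adjusted p = 7.12e-06) and in HO15.19 cells (14 genes, 4.55e-07).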

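Pgk1, the glycolytic enzyme that makes ATP from 1,3-bisphosphoglycerate, fell by 0.62 in HO15.19 cells with rapamycin, from 12.48 ± 0.05 to 11.86 ± 0.08 (SD, n = 3; standard error 0.12, adjusted p = 0.00416 from limma). In TGR-1 cells its value was −0.29, from 12.49 ± 0.20 to 12.20 ± 0.05 (SD, n = 3; standard error 0.12, adjusted p = 0.183 from limma), which did not pass the threshold. In both lines each of the 3 rapamycin arrays lay below each of the 3 control arrays, and the test of the difference between the lines did not pass (difference −0.32, standard error 0.16, adjusted p = 0.552). Other enzymes of glycolysis fell in both lines: the phosphofructokinases Pfkl by 0.83 in TGR-1 and 0.58 in HO15.19 cells, and Pfkp by 0.74 and 0.68. Tpi1, the triose phosphate isomerase, fell by 0.65 in HO15.19 and had a value of −0.29 in TGR-1 cells. Of 9 named members of the glycolysis list, 5 fell in TGR-1 and 6 in HO15.19 cells, or 5 and 7 when adjusted over the list alone, and all 9 had negative values in each line, with medians of −0.60 and −0.58. The camera adjusted p was 0.00139 in TGR-1 (adjusted p = 0.0267 with an estimated correlation) and 0.00578 in HO15.19 (adjusted p = 0.0568 with an estimated correlation), and of 23 listed genes 5 and 6 were among the changed probes (Fisher exact test, one-sided, p = 0.00178 and 0.000857). The names come from tables selected on these arrays, so these counts are not independent evidence of direction, but over genes named in the other line's table alone, a setting chosen after the data had been seen, glycolysis passed in TGR-1 (8 genes, camera adjusted p = 0.000894) and in HO15.19 cells (7 genes, 0.00220). With each array centred on its median, Pgk1 did not pass in HO15.19 cells (−0.49, adjusted p = 0.454), nor did it pass there with the test that the methods name. With centring on the median of the tested probes, chosen after the data had been seen, it passed there (−0.50, limma adjusted p = 0.0344).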

As was the case for the WB-F344 and WB311 hepatic cells [18], rapamycin affected the glycolysis/gluconeogenesis pathway with phosphoglycerol kinase 1 (Pgk1) being downregulated in both cell lines. This was the only case of a gene being regulated in a manner that determined activity of a pathway in all four cell lines.

**Table 3:** Rapamycin-modulated pathways in TGR-1 and HO15.19 fibroblasts.

TGR-1				
Pathway *	†	P Value ‡	Genes (Total) §	Genes (Significant) ∥
Adipocytokine signaling pathway	▾	0.001	58	9
***Alanine and aspartate metabolism***	▾	0.003	22	5
***Aminoacyl-tRNA biosynthesis***	▾	3.52E-06	28	9
B cell receptor signaling pathway	▾	0.037	52	6
***Bile acid biosynthesis***	▾	0.027	14	3
***Biosynthesis of steroids***	▾	2.27E-07	16	8
Biosynthesis of unsaturated fatty acids	▾	0.039	16	3
***Carbon fixation***	▾	0.006	16	4
Chronic myeloid leukemia	▾	0.004	66	9
Colorectal cancer	▾	0.026	61	7
Complement and coagulation cascades	▾	0.043	54	6
***Fructose and mannose metabolism***	▾	0.0006	23	6
Glioma	▾	0.026	48	6
***Glycine, serine and threonine metabolism***	▾	9.53E-05	32	8
***Glycolysis/Gluconeogenesis***	▾	0.0009	34	7
***Neuroactive ligand-receptor interaction***	▴	0.004	211	2
Non-small cell lung cancer	▾	0.014	42	6
***Olfactory transduction***	▴	2.87E-15	687	1
Pancreatic cancer	▾	0.028	62	7
Pentose phosphate pathway	▾	0.033	15	3
Phenylalanine metabolism	▾	0.022	13	3
Phenylalanine, tyrosine and tryptophan biosynthesis	▾	0.00016	7	4
Prostate cancer	▾	0.019	71	8
Proteasome	▾	0.00025	20	6
Small cell lung cancer	▾	0.012	65	8
Terpenoid biosynthesis	▾	0.013	4	2
TGF-beta signaling pathway	▾	0.04	67	7
Thyroid cancer	▾	0.004	23	5
Urea cycle and metabolism of amino groups	▾	0.0076	17	4
***Valine, leucine and isoleucine degradation***	▾	0.0009	25	6

HO15.19				
Pathway		P Value	Genes (Total)	Genes (Significant)
***Alanine and aspartate metabolism***	▾	0.0044	22	5
Alzheimer's disease	▾	0.037	25	4
***Aminoacyl-tRNA biosynthesis***	▾	4.98E-08	28	11
***Bile acid biosynthesis***	▾	0.032	14	3
***Biosynthesis of steroids***	▾	0.0076	16	4
Bisphenol A degradation	▾	0.015	4	2
***Carbon fixation***	▾	0.046	16	3
Cell cycle	▾	0.0017	89	12
DNA replication	▾	9.31E-05	30	8
ECM-receptor interaction	▾	0.0098	59	8
Focal adhesion	▾	0.018	142	14
***Fructose and mannose metabolism***	▾	0.0054	23	5
***Glycine, serine and threonine metabolism***	▾	0.001	32	7
***Glycolysis/Gluconeogenesis***	▾	0.028	34	5
MAPK signaling pathway	▾	0.0044	201	20
Mismatch repair	▾	0.0095	17	4
***Neuroactive ligand-receptor interaction***	▴	0.0019	211	2
Notch signaling pathway	▾	0.014	39	6
Nucleotide excision repair	▾	0.0091	36	6
***Olfactory transduction***	▴	5.35E-18	687	0
p53 signaling pathway	▾	0.013	50	7
Prion disease	▾	0.012	10	3
Purine metabolism	▾	0.0047	100	12
Pyrimidine metabolism	▾	1.51E-05	55	12
Renal cell carcinoma	▾	0.013	50	7
Ribosome	▾	0.018	53	7
Tyrosine metabolism	▾	0.037	25	4
Valine, leucine and isoleucine biosynthesis	▾	0.004	7	3
***Valine, leucine and isoleucine degradation***	▾	0.008	25	5

* Pathways that were affected by rapamycin in both cell lines are shown in bold italic font.

† The downward and upward pointing arrowheads indicate whether pathways were down- or up-regulated, respectively, in response to rapamycin.

‡ Corrected P-values were calculated using the Fisher exact test.

§ Genes (total), number of genes associated with a given pathway.

∥ Significant genes, number of genes associated with a given pathway that were significantly affected by rapamycin.

Pathway network reconstruction analysis was also performed in order to identify critical genes affected by rapamycin among the interphase of connected pathways. This analysis has already been reported for the WB-F344 and WB311 cells [18]. It showed that two critical genes, c-*myc* and *ccnd1* (cyclin D1) were connected with critical pathways in both cell lines. In the TGR-1 cells treated with rapamycin, a number of overrepresented pathways were similarly interconnected to these two genes (Figure 6A). Both genes were upregulated by rapamycin in the TGR-1 cells. 

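Myc was 9.03 ± 0.05 in TGR-1 control cells and 9.61 ± 0.13 with rapamycin (log2 signal, SD, n = 3), a rise of 0.58 (standard error 0.12, adjusted p = 0.00785 from limma). Ccnd1, which encodes the G1 regulator cyclin D1, rose by 0.45, from 10.82 ± 0.11 to 11.27 ± 0.15 (SD, n = 3; standard error 0.11, adjusted p = 0.0354 from limma). Each of the 3 rapamycin arrays lay above each of the 3 control arrays for both genes. The rises correspond to 1.50-fold for Myc and 1.36-fold for Ccnd1, and the authors' deposited table gives 1.45 and 1.38. Of the other genes of the c-Myc network, Mxd3, an antagonist of c-Myc, rose by 0.61, and Mxd4 also rose. With Myc, 3 of 4 named network genes rose in TGR-1 cells, and Ccnd1 is not among the 4. The Myc rise passed in all 12 fits that left out 1 array, but neither rise passed with the test that the methods name. The Ccnd1 rise did not pass without TGR-1 control replicate 1 (adjusted p = 0.135), control replicate 2 (0.147), rapamycin replicate 1 (0.0686), rapamycin replicate 2 (0.0686) or rapamycin replicate 3 (0.162), nor with the spread of the TGR-1 arrays alone (0.0528) or, chosen after the data had been seen, with arrays centred on the median of the tested probes (0.107). With each array centred on its median neither passed, with changes of 0.54 for Myc (adjusted p = 0.297) and 0.38 for Ccnd1 (0.590). With arrays centred on the median of the tested probes, the Myc rise passed (0.54, limma adjusted p = 0.0189).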

Neither was identified in the pathway network reconstruction analysis for the HO15.19 cell line (Figure 6B), perhaps consistent with the fact that these cells lack c-Myc.

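In HO15.19 cells the signal of the Myc probe was 7.83 ± 0.13 with DMSO and 8.08 ± 0.12 with rapamycin (log2, SD, n = 3), a value of 0.25 that did not pass (standard error 0.12, adjusted p = 0.258 from limma). The probe was detected on all 12 arrays, and its DMSO signal was lower in HO15.19 than in TGR-1 cells by a log2 difference of −1.19 (adjusted p = 5.67e-07), but whether it lies in the deleted part of the gene is not given in the sources used here. Ccnd1 was 11.82 ± 0.07 with DMSO and 12.04 ± 0.10 with rapamycin (SD, n = 3), a value of 0.22 (standard error 0.11, adjusted p = 0.319 from limma), and its DMSO signal was higher in HO15.19 than in TGR-1 cells by 1.00 (adjusted p = 3.72e-06). Each of the 3 HO15.19 rapamycin arrays lay above each of the 3 control arrays for both genes, by a small margin between the nearest arrays (7.95 against 7.94 for Myc, 11.93 against 11.89 for Ccnd1). The test of the difference between the lines did not pass for Myc (difference −0.34, standard error 0.16, adjusted p = 0.524) or for Ccnd1 (difference −0.23, standard error 0.16, adjusted p = 0.705). Of the other named genes of the c-Myc network, Mxd3 had a value of −0.06, and Mxd4 was the only 1 of 4 that rose. The numbers of arrays limit this comparison, since a p above the threshold does not show that the changes were equal.

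**Figure D1:**
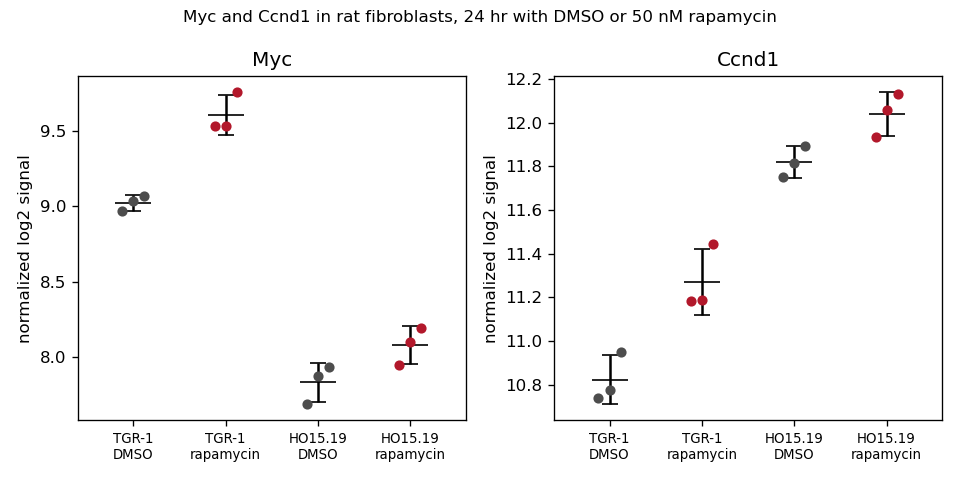
Normalized log2 signal of the Myc and Ccnd1 probes on each array (points), with the mean and SD of the 3 arrays of each group (bars), in TGR-1 and HO15.19 cells with DMSO or rapamycin. In both lines the rapamycin arrays lie above the DMSO arrays for both genes, with changes of 0.25 (Myc) and 0.22 (Ccnd1) in HO15.19 cells that did not pass.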

**Figure 6:**
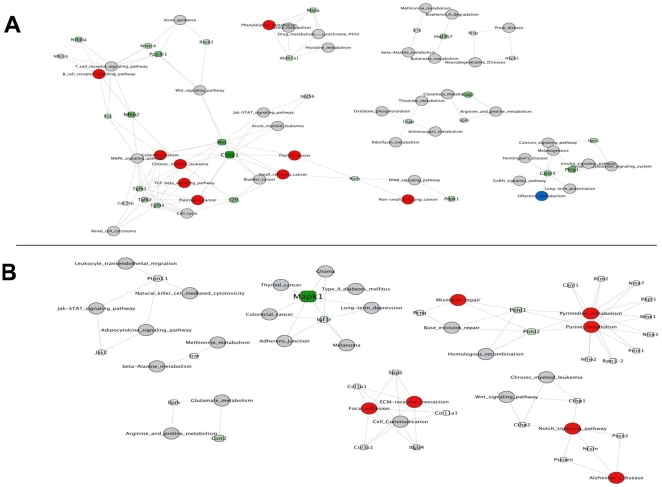
Bipartite network of pathways and genes identified as rapamycin responsive in rat fibroblasts. The microarray analyses described for *Figure 5* were analyzed for networks of pathways that were significantly affected by rapamycin. Pathways are represented by circles and genes by squares. Gray circles indicate non significant pathways. Red and blue circles indicate significant pathways that are overrepresented and underrepresented, respectively. The green tone on the squares indicates the degree of pathways membership (from light green representing genes connected to few pathways to dark green for hubs). *Panel A* shows the pathways and related critical genes affected by rapamycin in TGR-1 cells. *Panel B* shows the pathways affected by rapamycin in HO15.19 cells. The Mapk1 gene appeared as critical but was not connected to any significant pathways. No significant gene was associated with the overrepresented pathways.

## Discussion

The present studies were undertaken for the purpose of identifying new mechanisms by which signaling via the mTOR pathway regulates gene expression at the transcriptional level. Our starting point was a series of studies on two hepatic cell lines, one that is sensitive to the anti-proliferative effects of rapamycin and one that is not. We reasoned that the set of genes whose expression was modulated in response to rapamycin in both cell lines would represent genes whose control was independent of growth arrest. We further expected that examination of the promoter regions of these genes would allow for the identification of transcription factor binding domains for mTORC1-responsive transcription factors.

The results we obtained were unexpected. The only transcription factor binding sites that were identified contained E-boxes, the consensus sequence of which is CANNTG, with a palindromic canonical sequence of CACGTG [31], [32]. We interpreted this result as indicating that rapamycin-induced inhibition of signaling by mTORC1 might affect transcriptional control by the c-Myc network [25]. Such a conclusion was supported by the commonality in the biological functions of mTOR and c-Myc. Both regulate cell growth, metabolism, gene expression, ribosome biogenesis and protein translation [13], [21], [33], [34].

In order to test the hypothesis that there was a functional intersection between mTORC1 signaling and c-Myc regulation of gene expression, we interrogated the list of rapamycin-sensitive genes for their presence in a population of genes whose expression was regulated in response to the induction of c-*myc* in rat fibroblasts. This approach to identifying c-Myc targets involved not just the detection of changes in expression but also a kinetic expression profiling analysis [24]. By using this approach, we were able to assess not just the intersection between the populations of genes regulated by c-Myc and mTORC1, but also the upregulation versus downregulation of these genes. The results of this analysis demonstrated that c-Myc targets were indeed over-represented among the population of rapamycin-sensitive genes. With regard to direction of regulation, there was a modest concordance that was consistent with co-regulation by c-Myc and mTORC1, two positive regulators of cell growth and proliferation. Furthermore, these observations pertained to both the rapamycin-sensitive and rapamycin-resistant cell lines. The significance of these observations was supported by a similar analysis using a population of genes identified as targets for NFκB. In this case, no relationship with mTORC1 effects was identified.

Based on the intersection between the populations of genes regulated by mTORC1 and c-Myc, we hypothesized that c-Myc might be a direct or indirect participant in the pathway by which mTORC1 regulates gene expression. To test this hypothesis, we characterized rapamycin-induced changes in gene expression in the HO15.19 cell line. These cells were originally derived from TGR-1 cells, which were in turn derived from the Rat-1 fibroblast cell line [35]. HO15.19, made null for c-*myc* by homologous recombination [21], are an appropriate model system for studying the role of c-*myc* in a variety of cell processes. In addition, the TGR-1 and HO15.19 cells represented a second model system in which we were able to confirm the intersection in the regulation of gene expression by mTORC1 and c-Myc.

To further assess the relationship between c-Myc and mTORC1 in the regulation of transcription, we examined the distribution of E-boxes among rapamycin responsive genes in the WB-F344 and WB311 hepatic cells. The significance of E-boxes lies in their role in c-Myc function in that c-Myc regulation of target genes appears to involve direct binding to E-boxes. Mutations in the E-boxes of two c-Myc target genes, nucleolin and BN51, result in the abrogation of transcriptional activation by c-Myc [36]. Mutations in E-boxes are also associated with the removal of the repression of gene activation induced by the c-Myc binding partner Mad [36]. Further, recent studies have shown that upregulated c-Myc targets in the HOMycER12 fibroblasts induced by OHT were enriched for E-boxes (manuscript in preparation, Sedivy et al.). We found that the E-box distribution along the promoter region of rapamycin-regulated genes in the WB-F344 and WB311 cells was similar and that they resembled the distribution observed in drosophila [37] and humans [25]. The E-box distribution in all of these cases tends to show location near the transcription start site. We found that the majority of promoters in rapamycin-regulated genes in the WB-F344 and WB311 cells contained one E-box. We did not find a difference in the number or distribution of E-boxes among genes that were upregulated versus downregulated in response to rapamycin. In summary, our data indicate that c-Myc and mTORC1 may overlap in their regulation of transcription via E-boxes, but that this overlap is independent of c-Myc itself.

Although c-Myc and mTOR are known to be central regulators of comparable biological processes, this is the first study, to our knowledge, that has identified a set of genes that are targets of both c-Myc and mTORC1. mTOR [13], [38] and c-Myc [38] are known to regulate cellular metabolism and, more specifically, glucose metabolism [38], [39]. We found that rapamycin affected various metabolic and biosynthetic pathways in the TGR-1 and HO15.19 cells, similar to our observations in the WB-F344 and WB311 cells. The glycolysis/gluconeogenesis pathway was affected by rapamycin in all four cell lines with the gene for phosphoglycerate kinase-1 (*Pgk1*) being downregulated in every case. Further study would be warranted to determine the significance of this observation.

With regard to the intersection between c-Myc and mTOR signaling, our pathway network reconstruction analyses indicated a role for c*-myc* in mTORC1 action in the WB-F344, WB311 and TGR-1 cell lines. Prior studies have shown that rapamycin can downregulate both the transcription [40] and translation [40]–[42] of c*-myc* in several cell types. It may be that the effect of rapamycin on the expression of *c-myc* and cyclin D is not uniform and is cell type specific. Other studies examining the intersection between c-Myc and mTOR have demonstrated an ability of c-Myc to modulate signaling through the mTOR pathway via transcriptional downregulation of the tuberous sclerosis complex genes [43], [44], which are negative regulators of mTOR-mediated translation activation. Finally, c-Myc has been shown to abrogate the regulation of translation by mTOR by controlling the expression and activity of the key translation regulator, 4EBP-1 [45].

In summary, we have demonstrated an intersection between mTORC1 and c-Myc regulation of gene expression. This was observed in both hepatic cells and fibroblasts. However, control of gene expression by mTORC1 was independent of c-Myc, indicating that the intersection between these two systems is likely a reflection of their biological function, not their mechanism of gene expression control. Furthermore, our inability to detect the involvement of specific transcription factor binding domains in the regulation of gene expression by mTORC1 may indicate the involvement of epigenetic mechanisms, microRNAs or both in mTORC1 signaling.

## Supporting Information

Table S1 Identification of genes that are regulated in both the WB-F344 and WB311 cells in response to rapamycin. The X to the left of a row indicates that the gene is one that was co-regulated in the two cell lines and one for which an Ensembl ID allowed further analysis in Toucan2. Arrowheads indicate the direction of the effect of rapamycin (increase or decrease in expression following exposure to rapamycin). The magnitude of rapamycin effect is given as log-base 2 of the fold-change.
(0.25 MB DOC)

How the deposited data were processed for this re-analysis (not part of the article)

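Gene expression was measured on Illumina RatRef-12 arrays in TGR-1 (c-myc+/+) and HO15.19 (c-myc−/−) rat fibroblasts exposed to DMSO or 50 nM rapamycin for 24 hr, with 3 arrays in each of 4 groups and 12 in all. The signal intensities deposited by the authors are the mean bead signals from BeadStudio before normalization between arrays, and whether a background was subtracted is not given in the sources used here. The detection p-values deposited by the authors beside them come from BeadStudio and set each probe against the negative controls of its array. A further table of intensities, deposited by the authors, holds values after quantile normalization in BeadStudio on the linear scale, with array medians of 80.5 to 80.6. The fold changes, group mean intensities and FDR adjusted p-values in the comparison tables deposited by the authors were made by them in Partek 6.3 from the normalized values, and list 984 probes for TGR-1 and 1143 for HO15.19.

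The analysis here started from the non-normalized signals, in R 4.3.3 with limma 3.58.1. The neqc function corrected the background with the detection p-values, normalized by quantiles and took log2 with an offset of 16. Of 22523 probes, those with a detection p under 0.05 on at least 3 arrays (10852) were tested. A mean per group was fitted over the 12 arrays with lmFit and moderated with eBayes (8 residual and 8.72 prior degrees of freedom), and all limma tests were two-sided. The comparisons were rapamycin against DMSO in each line, the difference between these changes, HO15.19 against TGR-1 with DMSO, and the rapamycin change averaged over the lines, which passed for 1123 probes (608 higher, 515 lower; 2635 with an unadjusted p under 0.05). A probe passed at a Benjamini-Hochberg adjusted p under 0.05, an unadjusted p of at most 0.01 and a change of at least 1.2-fold, from the paper's methods, and the fits were checked on simulated data with 200 changed probes, where 8 unchanged probes were called.

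Probe names came from the deposited comparison tables, updated to current symbols through Entrez identifiers (1551 probes) or accessions (2), and kept as listed for 181. Symbols were not matched through synonyms, a rule set after list results had been seen, because synonyms led to wrong genes. Of the called probes, 400 of 430 in TGR-1 and 523 of 558 in HO15.19 had a name. Each of 32 gene lists and 9 lists of cell type markers, from general knowledge, and the genes of Table S1 that the paper gives as changed in both hepatic lines were fixed before the data were examined, as were the tests, the threshold, the alternatives not described as chosen later, and the rule for naming genes. That rule took, per comparison, the 8 largest rises and falls among called probes whose groups do not overlap (without this condition for the difference between the lines), the genes the paper names and up to 4 members per list. Values in the paper's text and Table S1 had been seen by then. A gene was represented by its probe with the highest mean over all arrays, and lists with fewer than 5 measured members were not tested. The camera function compared each list with the other named genes at a preset correlation of 0.01, with adjustment over the 30 lists tested, and was repeated with a correlation estimated per list and with fry. Fisher's exact test set the listed members among the called probes against all tested probes, one-sided toward more members, a side chosen after list results had been seen. The overlap of the lines was tested with Fisher's exact test, two-sided.

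Alternatives covered the filter, background correction, normalization, variance model, array weights, the test, the threshold, a block for the replicate number and each array left out in turn. Other splits of the arrays (10 for 3 against 3, otherwise 100 drawn) and 100 simulations of shared control arrays used a fixed seed. A block for chip or position was not run because no file names one, and olfactory receptor genes were not tested because probe names are given only for probes in the comparison tables. The c-Myc target clusters of the HOMycER12 cells were not analysed here, and results for a few genes are not reported here.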

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

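The tests on splits of the arrays, on shared control arrays, and on the shared spread and single arrays behind the order of the counts were chosen after the result had been seen.

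Rapamycin effects that differed between the lines stand here because the test of the difference itself passed. It passed for 12 probes, but 7 of 100 splits of the arrays gave as many and the highest other split gave 40. Splits that keep the real labels in either line but mix them in the other carry part of the rapamycin change into the difference. The splits therefore cannot decide whether chance gives this number, and chance is not excluded. Of these probes 2, 1 with a higher and 1 with a lower change in HO15.19, have placeholder symbols, and the other genes had differences of −1.29 (Chac1), −1.07 (Ccl2), −1.05 (H2ax), −1.03 (Ncapd2), −0.98 (Mcm10), −0.85 (Pold1), −0.84 (Incenp), −0.84 (Kif20a), 1.08 (Acsm1) and 1.31 (Kprp), and none of these passed in limma with each array centred on its median, where 0 probes passed and 295 had an unadjusted p under 0.05. Acsm1 was not detected on the HO15.19 rapamycin arrays, nor Kprp on the TGR-1 control arrays, so the sizes of their differences rest on signals near background. The lists that differed were DNA replication (camera adjusted p = 4.05e-07), mitosis (4.17e-09), targets of ATF4 (0.00418) and interferon-stimulated genes (0.00962), but adjusted p = 0.0790 with an estimated correlation for each of these except mitosis (0.0156). Nearly all replication and mitosis members are named through the HO15.19 table, which favours a negative difference.

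Replication and mitosis genes fell in HO15.19 cells for 14 of 20 and 21 of 25 named members, while in TGR-1 cells Cdc25b (−0.56), named after its value was seen, was the 1 member of either list that passed. Among 586 genes that the authors list as lower in HO15.19, 44 belong to these lists. Their mean TGR-1 change was 0.00 (SD 0.15) against −0.20 (SD 0.26) for the 542 others. The permutation p was 1e-05, the smallest that 100000 resamples give, with genes treated as independent. This cannot decide whether the choice of named genes is the cause. Members listed through variation on the HO15.19 arrays alone would also show no change in TGR-1. At the preset correlation, the highest camera adjusted p of the difference was 7.68e-06 over the fits without 1 array and 1.24e-06 over the other scalings. The difference of these named genes thus passed in each of these fits. The names were chosen on all the arrays with the authors' scaling and stayed the same in every fit. These fits therefore cannot exclude 1 array or the scaling as the cause. Correlation between the genes stays open for replication, whose adjusted p was 0.0790 with an estimated correlation. A dependence on c-Myc may underlie the pattern as a hypothesis, but with 1 line per genotype it was not tested apart from other differences between the lines, such as their growth state in culture. The paper reports, from thymidine studies whose data it does not show, that both lines resisted growth inhibition by rapamycin.

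More probes passed in HO15.19 than in TGR-1 cells, and the test of the number of changed probes is not a test of the size of the changes. With the spread of each line's own arrays the count was 258 in HO15.19 and 457 in TGR-1, so that the spread shared by both lines is a candidate explanation for the order. The HO15.19 count was above the TGR-1 count in 8 of 12 fits without 1 array, and the order turned without HO15.19 control replicate 1 (313 against 383), control replicate 2 (295 against 395), rapamycin replicate 1 (360 against 434) or rapamycin replicate 3 (407 against 501). Since an array left out also leaves its line with fewer arrays, a decision by 1 array alone cannot be told apart from the smaller number, and a biological explanation was not tested.

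The genotype difference with DMSO is a signal that the paper does not report: 3408 probes differed, 1700 higher and 1708 lower in HO15.19, or 897 and 1366 with each array centred on its median and 1277 and 1933 with each array centred on the median of the tested probes. Across probes, which are not independent replicates, it had r = 0.342 with the TGR-1 change, where shared controls alone gave 0.483 to 0.518 in simulations, and r = 0.115 with the HO15.19 change (0.0106 without HO15.19 control replicate 3 and 0.0739 without HO15.19 rapamycin replicate 1), where they gave −0.518 to −0.477. The covariance with the TGR-1 change was 0.0394, above the highest of 100 simulations with shared TGR-1 controls and no change (0.0105), and that with the HO15.19 change was 0.0141, where shared HO15.19 controls gave at most −0.00929. Shared control arrays with noise of the simulated kind are thus argued against as the whole cause. The simulations drew noise independent between probes and arrays, so a deviation common to the control arrays of a line was not covered. Whether the pattern reflects a common response stays open as a hypothesis. Differences between the lines other than c-myc were not tested.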

How the results depend on the processing

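Settings with the authors' normalized values and unadjusted p, with a mean of at least 100, with centring on the median of the tested probes, and with the other line's table were chosen after the data had been seen. Over the comparisons, 388 values under other settings stayed within 1.5 times or on their side of the threshold, 81 counts or values moved further, 7 passed where the reported value did not and 21 no longer passed. No named gene or list that passed changed direction. The larger side of a count did turn, for the averaged change with centring on the median of the tested probes (440 higher, 473 lower), for the difference with the same centring (1 higher, 0 lower in limma), and for HO15.19 without HO15.19 control replicate 1 (158 higher, 155 lower), among others. For the lists, 2822 stayed, 69 newly passed and 33 no longer passed, and for the named genes 8438, 272 and 973. The causes were not tested. The number of arrays limits the precision.

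With each array centred on its median, which left array means apart by 0.474, 41 probes passed in TGR-1, 48 in HO15.19, 0 in the difference in limma (295 at an unadjusted p under 0.05), 2263 between genotypes and 180 averaged over the lines. At 1.5-fold or more there were 41 and 48, 17 were shared, Myc-induced genes in HO15.19 had a camera adjusted p of 0.0695, and the Fisher exact p in TGR-1 was 1 for Myc-induced and 1 for Myc-repressed genes. With centring on the median of the tested probes 346 passed in HO15.19 and 1 in the difference.

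With array weights 786 passed in TGR-1 and 26 in the difference, with an intensity trend 46 in the difference, with no filter 26, and with the stricter filter 25. With only the arrays compared 258 passed in HO15.19. Without background correction 58 passed in the difference, 93 and 125 at 1.5-fold or more in TGR-1 and HO15.19, and 237 were shared. With the authors' normalized values these were 63, 96 and 136, and 237. Without the Benjamini-Hochberg condition 864, 986 and 336 passed in TGR-1, HO15.19 and the difference, and 290 were shared. With the authors' values as well these were 846, 1002 and 416, with 96 and 136 at 1.5-fold or more, and 327 shared. With the methods' t-test 58 passed in TGR-1 and 13 in HO15.19, 28 and 9 at 1.5-fold or more, and 1 was shared. With the methods' t-test on the authors' values of at least 100 these were 97 and 34, 33 and 17, and 7, and the correlation of the lines was 0.522. With an unmoderated model of the 4 groups on those values 24 passed in the difference and 670 averaged over the lines, 85 and 124 at 1.5-fold or more, and the correlation was 0.522.

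Fisher exact p for the c-Myc lists moved across the threshold as follows. Myc-induced genes in TGR-1 had 0.0973 with the stricter filter, 0.0665 with the unmoderated model and 0.171 with the methods' t-test on the authors' values. In HO15.19 they had 0.0736 with the stricter filter, 0.0985 without the Benjamini-Hochberg condition, and 1 with either form of the methods' t-test. Myc-repressed genes in TGR-1 had 1 with the methods' t-test, 0.454 with it on the authors' values and 0.0795 with the unmoderated model. In HO15.19 they had 0.0345 with no filter, 0.0230 without background correction, 0.0249 with the authors' values, 0.0420 with an intensity trend, 0.0305 without the Benjamini-Hochberg condition and 0.0494 with the replicate block.

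With an estimated correlation the camera adjusted p was 0.0568 for glycolysis in HO15.19, 0.114 for Myc-induced genes in HO15.19, 0.0549 for Myc-repressed genes in TGR-1, and 0.111 and 0.114 for the raised hepatic genes in TGR-1 and HO15.19. Of the lists 8, 4, 1 and 9 passed for TGR-1, HO15.19, the difference and the genotypes, against 14, 10, 4 and 15 with the preset correlation. With fry, which does not compare a list with other genes, 25, 26, 11 and 28 passed, and Myc-repressed genes in HO15.19 had 3.90e-05. Over genes listed in the other line's table (gene list tests on names that did not use the arrays tested), 5 lists passed in TGR-1 and 4 in HO15.19, with camera adjusted p = 0.183 for Myc-induced genes in HO15.19, 0.180 for Myc-repressed genes in TGR-1, and 0.110 and 0.102 for the raised hepatic genes.

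Without 1 array, 198 to 501 probes passed in TGR-1, 295 to 535 in HO15.19 and 0 (without TGR-1 rapamycin replicate 3, with 997 at an unadjusted p under 0.05) to 10 in the difference in limma, and 76 to 133 were shared. In TGR-1 the count left 1.5 times without TGR-1 control replicate 1 (231) or 2 (198) or rapamycin replicate 1 (230), 2 (199) or 3 (239), and in HO15.19 without HO15.19 control replicate 1 (313) or 2 (295) or rapamycin replicate 1 (360). The correlation was 0.379 (without HO15.19 rapamycin replicate 3) to 0.450. Fisher exact p was 0.00116 to 0.309 and 0.00596 to 0.102 for Myc-induced genes in TGR-1 and HO15.19, and 0.00720 to 0.283 and 0.0100 to 0.813 for Myc-repressed genes. Arrays with the same replicate number had correlated deviations over 0.1 in 3 of 6 pairs (−0.0514 to 0.246), and 3 of 6 were best with their own number, so the numbers were not taken as pairs, and with them as a block 428, 593 and 11 probes passed. A chip or position block and the olfactory receptor test were not run.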

Differences from the paper's values

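The settings that combine the authors' normalized values with an unadjusted p were chosen after the values had been seen, and the other settings named here were set before the data were examined.

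In TGR-1 cells the paper gives 989 probes affected by rapamycin, 521 raised and 463 lowered, 4.5% of the array, and here 430 passed, 273 raised and 157 lowered, 1.91%. The paper's methods name the fold, unadjusted p and FDR limits used here, while the note deposited with the tables names a minimum expression and no unadjusted p. The values lay within 1.5 times of the paper's with array weights (786, 459 raised, 327 lowered, 3.49%) and without the Benjamini-Hochberg condition (864, 497, 367, 3.84%), as did the raised probes with the authors' normalized values (352), and not under the other settings set in advance, among them the methods' t-test, which gave 58. These settings left out 343 and 301 of the 984 probes the authors list. The authors' values with an unadjusted p also lay within 1.5 times, with 846 (464 raised, 382 lowered, 3.76%), a setting chosen after seeing the values, and left out 149 of the listed probes.

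In HO15.19 cells the paper gives 1140 probes, 553 raised and 590 lowered, 5.2% of the array, and here 558 passed, 272 raised and 286 lowered, 2.48%. The values lay within 1.5 times of the paper's without background correction (784, 381 raised, 403 lowered, 3.48%), with the authors' normalized values (796, 388, 408, 3.53%) and without the Benjamini-Hochberg condition (986, 475, 511, 4.38%), and not under the other settings set in advance, among them the methods' t-test, which gave 13. These left out 365, 351 and 325 of the 1143 probes the authors list. The authors' values with an unadjusted p also lay within 1.5 times, with 1002 (482 raised, 520 lowered, 4.45%), a setting chosen after seeing the values, and left out 150. Of the listed probes, 398 were called here in TGR-1 and 522 in HO15.19, and fold changes had the same sign in 984 of 984 and 1142 of 1142 that were tested.

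The paper states that Pgk1 was lowered in both fibroblast lines. Here Pgk1 passed in HO15.19 (−0.62) and not in TGR-1 (−0.29, limma adjusted p = 0.183), though the direction was the same. The authors' deposited table gives signed fold changes of −1.24 in TGR-1 (FDR 0.0104) and −1.56 in HO15.19. In TGR-1 it passed with the authors' normalized values and an unadjusted p (−0.31), a setting chosen after seeing the values that left out 149 of the authors' listed probes. For the ribosome, the paper's pathway analysis marks down-regulation in HO15.19 cells, while the named ribosomal protein genes as a list were higher here. The gene sets are not the same. For ribosomal protein genes on the authors' HO15.19 list the directions here are those of the authors' own values (same sign in 1142 of 1142 listed probes tested). The pathway analysis also marks olfactory transduction as up-regulated there without a significant gene, so its marks need not give the direction of single genes.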

Other observations

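The tests on splits of the arrays were chosen after the results had been seen, and so was the choice of lists described here for the genotype, since the paper does not compare the lines with DMSO.

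With DMSO, HO15.19 cells differed from TGR-1 cells in several gene groups. Among the largest differences, Serpinb10, a serine protease inhibitor, was at least 61.5-fold higher in HO15.19, and the small heat shock protein Cryab and the matrix metalloproteinase Mmp3 were higher by 4.57 and 4.13 on the log2 scale. Interferon-stimulated genes were higher for 7 of 7 named members, with Ifi27 at 1.66 (camera adjusted p = 0.000410, and adjusted p = 0.0250 with an estimated correlation), lysosome and autophagy genes for 9 of 12, with the membrane protein Scarb2 at 1.28 (0.000290, and adjusted p = 0.0233 with an estimated correlation), and NF-kB targets for 8 of 11 (0.00351, and adjusted p = 0.0413 with an estimated correlation). Matrix genes were higher for 12 and lower for 1 of 19, with Col14a1 at 1.16 (camera adjusted p = 0.000152, but adjusted p = 0.0600 with an estimated correlation). Genes of cholesterol synthesis were lower for 7 of 7 named members, with Cyp51 at −1.48 (0.000152, and adjusted p = 0.0413 with an estimated correlation), ribosome biogenesis for 14 of 15, with Nolc1 at −1.09 (2.39e-05, and adjusted p = 0.0159 with an estimated correlation), and Myc-induced genes for 20 of 28 (2.39e-05, and adjusted p = 0.0159 with an estimated correlation). DNA replication genes were lower for 17 of 20 (camera adjusted p = 1.87e-05, and adjusted p = 0.0463 with an estimated correlation) and aminoacyl-tRNA synthetases for 16 of 17 (3.09e-05, and adjusted p = 0.0159 with an estimated correlation). The stearoyl-CoA desaturase Scd2 was lower by a log2 difference of −2.40. These named genes were listed for their rapamycin changes on these arrays, so the counts are not independent evidence of direction.

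Genes that Table S1 gives as raised by rapamycin in both hepatic lines rose for 5 of 10 named members in TGR-1 and 4 of 10 in HO15.19 (5 in each when adjusted over the list alone), among them Phyhd1, a dioxygenase, by 0.85 and 0.62 (camera adjusted p = 0.00960 and 0.00626, but adjusted p = 0.111 and 0.114 with an estimated correlation). Those it gives as lowered fell for 6 of 13 in TGR-1 and 9 of 13 in HO15.19 (10 and 9 when adjusted over the list alone), with the stress factor Ddit3 at −0.47 and −0.87 (0.000222 and 2.69e-05, and adjusted p = 0.0227 and 0.00932 with an estimated correlation). The names came from tables chosen on these fibroblast arrays, which is not independent evidence of direction.

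Other lists had the following results with rapamycin, with camera adjusted p for TGR-1 and HO15.19. The proteasome had 0.0442 and 0.192 (Psmc5 fell by 0.74 in TGR-1; the adjusted p was 0.0974 with an estimated correlation in TGR-1, 0.0675 without TGR-1 control replicate 2 and 0.0520 without rapamycin replicate 2, and the difference between the lines had 0.588). Ribosome biogenesis in HO15.19 had 0.0549, NF-kB targets 0.547, SRF targets 0.308 and MAPK immediate early genes 0.173, and ribosomal proteins in TGR-1 had 0.305, while the tests of the difference gave 0.464, 0.0750, 0.143, 0.588 and 0.0750. DNA replication had 0.712 and mitosis 0.682 in TGR-1. Translation factors had 0.117 and 0.634, with Pdcd4, an inhibitor of translation, raised by 0.64 and 0.52, and nucleotide synthesis 0.0533 and 0.0821. Lysosome and autophagy genes had 0.290 and 0.467, with Ulk1, the autophagy kinase, raised by 0.67 in HO15.19 (value in TGR-1 0.15). Extracellular matrix had 0.712 and 0.785, with Col14a1 raised by 0.83 and 0.83, and integrins and focal adhesion 0.192 and 0.0725, with Cav1 raised by 0.50 and 0.70. TGF-beta signaling had 0.117 and 0.161, insulin and PI3K feedback 0.232 and 0.547 (Igf1r rose by 0.63 and 0.43), interferon-stimulated genes 0.305 and 0.173, heat shock and ER chaperones 0.117 and 0.547 (Hspa5 fell by 0.50 and 0.43), oxidative stress 0.166 and 0.173, oxidative phosphorylation 0.153 and 0.114, and polyamines and urea cycle 0.981 and 0.687. Too few to test were fatty acid synthesis (3 named, none past the threshold in limma; Scd2 −0.52 and −0.35), and G1 cyclins and CDK inhibitors (2 named; E2f1 0.39 and −0.37, which did not pass).

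Of the cell type markers, 4 fibroblast markers were named, of which Col1a1 fell in both lines and Lum rose by 0.57 in HO15.19. The epithelial keratin Krt7 rose by 0.77 in TGR-1 (value in HO15.19 0.42), and the macrophage marker Cd14 had values of 0.24 and 0.47 that did not pass. Markers of hepatocytes, endothelium, skeletal muscle, fat, bone and cartilage, and neural cells had no named probe, so these cell types were not examined.

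The changes of the lines had a correlation of 0.438 across probes, which are not independent replicates (rho 0.355), and 1 of 100 regroupings of the arrays, the real grouping, reached it (highest other 0.389). The sign was the same in both lines for 60.9% of all tested probes and for 86.3% of those called in either line. Of other splits of the arrays, the 10 possible for each line or for the genotype are too few to judge by: the real split is the 1 with as many calls, with 430, 558 and 3408 against a highest other of 0 in limma for TGR-1, HO15.19 and genotype (1910, 2018 and 4717 at an unadjusted p under 0.05 in the real split). For the change averaged over the lines, 1 of 100 groupings, the real grouping, gave as many calls, with 1123 against a highest other of 61. Groupings that mix rapamycin with control arrays have a wider spread and so fewer calls. This does not exclude chance.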
